# Effect of Acute Stressor and Serotonin Transporter Genotype on Amygdala First Wave Transcriptome in Mice

**DOI:** 10.1371/journal.pone.0058880

**Published:** 2013-03-11

**Authors:** Christa Hohoff, Ali Gorji, Sylvia Kaiser, Edith Willscher, Eberhard Korsching, Oliver Ambrée, Volker Arolt, Klaus-Peter Lesch, Norbert Sachser, Jürgen Deckert, Lars Lewejohann

## Abstract

The most prominent brain region evaluating the significance of external stimuli immediately after their onset is the amygdala. Stimuli evaluated as being stressful actuate a number of physiological processes as an immediate stress response. Variation in the serotonin transporter gene has been associated with increased anxiety- and depression-like behavior, altered stress reactivity and adaptation, and pathophysiology of stress-related disorders. In this study the instant reactions to an acute stressor were measured in a serotonin transporter knockout mouse model. Mice lacking the serotonin transporter were verified to be more anxious than their wild-type conspecifics. Genome-wide gene expression changes in the amygdala were measured after the mice were subjected to control condition or to an acute stressor of one minute exposure to water. The dissection of amygdalae and stabilization of RNA was conducted within nine minutes after the onset of the stressor. This extremely short protocol allowed for analysis of first wave primary response genes, typically induced within five to ten minutes of stimulation, and was performed using Affymetrix GeneChip Mouse Gene 1.0 ST Arrays. RNA profiling revealed a largely new set of differentially expressed primary response genes between the conditions acute stress and control that differed distinctly between wild-type and knockout mice. Consequently, functional categorization and pathway analysis indicated genes related to neuroplasticity and adaptation in wild-types whereas knockouts were characterized by impaired plasticity and genes more related to chronic stress and pathophysiology. Our study therefore disclosed different coping styles dependent on serotonin transporter genotype even directly after the onset of stress and accentuates the role of the serotonergic system in processing stressors and threat in the amygdala. Moreover, several of the first wave primary response genes that we found might provide promising targets for future therapeutic interventions of stress-related disorders also in humans.

## Introduction

Acute stressors such as unexpected and potentially threatening changes of an individual’s environment usually provoke immediate stress responses to adapt, which are accompanied by and actuating a number of physiological processes [1]. However, the way an individual responds to stress may vary depending on a wide range of environmental as well as genetic factors. A promising candidate for a further elucidation of these processes is the serotonergic system which is strongly involved in stress response and adaptation. A key regulator of serotonergic activity in the central nervous system is the serotonin transporter (5-HTT) that has also been linked to inappropriate regulation of the stress response, for example in anxiety- and stress-related personality traits and neuropsychiatric disorders [2], [3].

The human gene encoding the 5-HTT (Slc6A4) is modulated by a length variation of a repetitive element in its upstream regulatory region commonly composed of either 14 (short allele) or 16 (long allele) repeated elements [4], [5], [6] The short variant of the polymorphism causes a reduction in the transcriptional efficiency of the 5-HTT promoter, resulting in decreased 5-HTT expression and therefore a reduced 5-HT reuptake from the synaptic cleft into the presynaptic cell compared to the long variant [6], [7]. The low-expressing 5-HTT short variant has been implicated in higher scores of neuroticism and is associated to a heightened trait anxiety/dysphoria and an exaggerated response to fear as well as environmental stress [2], [8], [9], [10]. The evidence of a connection between mood disorders and genetic variation of the 5-HTT led to the generation of 5-HTT knockout mice with a targeted inactivation of 5-HTT function [11]. This genetic modification led to the identification of fundamental phenotypic changes, ranging from increased anxiety- and depression-related behaviors, gene expression differences to altered dendritic morphology (reviewed by [12]). Further, a growing literature indicates altered stress reactivity and impaired abilities to cope with or adapt to stress in 5-HTT knockout mice [13], [14], involving also differences in gene expression [15], [16].

Within the central nervous system, 5-HT nerve terminals are particularly present in stress-related brain regions like amygdala, hippocampus, striatum and cortex [17]. Of these, the amygdala is one of the core systems driving emotional processes and vigilance by evaluating the significance of a stressor and triggering the most adequate emotional response based upon previous experiences as well as upon genetic predispositions [18]. A strong link exists between altered amygdala function and psychopathology, e.g. association of the short 5-HTT variant with a relative exaggeration in the response of the amygdala to anxiety-provoking or stress-related stimuli [3], [18], [19], [20], [21], [22]. Further, changes in gene expression accompanying stress reactivity and coping also affect the amygdala, both after acute stress [23], [24], [25], [26] as well as after chronic stress [27], [28]. However, nothing is known about rapid changes in amygdala gene expression following immediately after an acute stressor in case of individuals with an imbalanced serotonergic system that are prone to inappropriate stress response. We hypothesized basal differences in anxiety-related behavior of mice as previously described between 5-HTT genotypes [13], [29] and differences in mRNA profiles that are dependent on the condition (acutely stressed vs. control) and the genotype (5-HTT knockout vs. wild-type). Such differences between the genotypes in their first wave response might prove to be extremely valuable for explaining genotype-dependent differences in coping with stress.

The present study thus aimed to explore immediate changes in genome-wide amygdala mRNA profiles in response to an acute stressor using the 5-HTT knockout mouse model. We observed basal differences in anxiety-related behavior as well as differing transcriptomes between acutely stressed compared to control mice already a few minutes after the stressor together with differences depending on 5-HTT genotype reflecting 5-HTT level-based changes in emotion processing and stress coping.

## Methods

### Animals and Housing Conditions

5-HTT knockout mice were generated on a C57BL/6J background [11]. Initially a total of 16 knockout (−/−, *KO*) and 14 wild-type (+/+, *WT*) male mice, descendants from heterozygous parents from the internal stock bred at the University of Muenster, were included for behavioral analysis. Sample sizes were reduced for hormonal analysis (see below) and further cut down for microarray analysis. Genotypes were identified by gel electrophoresis of DNA-fragments of either 225 bp (*WT*) or 272 bp (*KO*) [11]. Testing animals were weaned at 21 days of age and maintained in sibling groups of 3 to 5 male mice until they were transferred to single housing at an age of 5 months, 2 months prior to behavioral testing. The housing room was maintained at a 12 h light/dark cycle (lights on at 8.00 h) at a temperature of 22±3°C.

The presented work complies with current regulations covering animal experimentation in Germany and experiments were approved by the competent local authority, North Rhine-Westphalia State Agency for Nature, Environment and Consumer Protection (LANUV NRW, Permit number: 8.87–50.10.46.08.090), and all efforts were made to minimize suffering.

### Elevated Plus-maze Test (EPM)

At the age of 7 months ±14 days the mice were tested in the EPM. The plus shaped apparatus was elevated 50 cm above the ground and illuminated by an overhead bulb (200 lux in the center of the EPM). The maze comprised four arms (5 cm×30 cm) extending from a central platform (5 cm×5 cm), two opposing arms were enclosed with 20 cm high walls and the other two opposing arms were unshielded. The mice were placed for 1 min in an empty cage prior to testing to assure comparable amounts of arousal. Each mouse was placed on the central platform facing a shielded arm and was then allowed to freely explore the apparatus for 10 min. The movements of the animals were recorded by a digital tracking system (www.phenotyping.com/digital.html) assessing path-length, arm entries and time spent within the arms. Statistics were calculated using the R software package v2.15.0 (www.r-project.org). Deviation from normal distribution was analyzed by one-sample Kolmogorov–Smirnov test and in addition Levene’s test for homogeneity of variance was calculated. As a consequence behavioral data were analyzed using the non-parametric unpaired Wilcoxon exact rank sum test (two-sided) since the data sets showed non-Gaussian distributions that could not reasonably be transformed to normal distribution.

### Acute Stress and Tissue Sampling

Two weeks after testing in the EPM, mice were subjected to two different conditions, either acute stress or control condition. Groups sizes were *KO*: n_acute stress_ = n_control_ = 8, *WT*: n_acute stress_ = 8, n_control_ = 6. Sampling was conducted in a standardized way within 9 min involving four experimenters who were coordinated with the help of an in-house developed software that prompted every single step of the time-critical procedure ("Talkative Timer", www.phenotyping.com/talktimer.html, available on demand). The protocol started with an experimenter entering the housing room and transferring the cage of the experimental animal to an adjacent room where half of the mice were left untouched in their cages for 1 min (control) and the other half was placed into a bucket filled with water (∼21°C) for 1 min (acute stress). Afterwards all mice were anaesthetized by isoflurane for 40 sec, weighed, and decapitated exactly 160 sec from the start of the protocol. Trunk-blood was collected during the following 40 sec using heparinized capillaries, centrifuged (5 min at 14800 × g) and plasma was stored at −20°C for later evaluation. The brain of each mouse was dissected from the skull within 105 sec, starting 175 sec after the first step of the procedure. It was placed into ice cold (4°C) artificial cerebrospinal fluid (124 mM NaCl, 4 mM KCl, 1 mM CaCl2, 1.24 mM NaH2PO4, 1.3 mM MgSO4, 26 mM NaHCO3, 10 mM glucose; pH 7.4) for 60 sec prior to dissection of both amygdalae within 90 sec.

Homogenization of the amygdalae started after 430 sec from the protocol start by comminuting tissue in 1.5 ml eppendorf tubes using low volume filter tips (Type J, Sarstedt). After 60 sec 100 µl 2X Nucleic Acid Purification Lysis Solution (Applied Biosystems by Life Technologies) was added to further homogenize and effectively lyse tissue for 50 sec. Within this time cellular reactions were stopped, particularly all RNases were immediately inactivated and all RNAs precipitated to prevent degradation. Altogether 540 sec after the start of the protocol the procedure was finished and the samples were stored at −20°C for later RNA extraction.

### Corticosterone Assay

Plasma corticosterone concentrations were determined by enzyme linked immunosorbent assay (EIA, DE4164, Demeditec Diagnostics GmbH, Kiel, Germany) according to the manufacturer’s recommendations. All standards, samples, and controls were run in duplicate concurrently. The intra- and inter-assay coefficients of variation were 3.3% and 6.0%, respectively. Corticosterone titers were analyzed using the R software package (see above) by an ANOVA in a two by two factorial design with genotype and treatment as between subject factors.

### Microarray Analysis and Bioinformatics

Total RNA was extracted from the amygdala samples using the ABI 6100 Nucleic Acid PrepStation with Total RNA Chemistry according to the manufacturer’s instructions (Applied Biosystems) including preceding Proteinase K digestion (0.4 mg/sample at RT). RNA concentrations were calculated by measurement of 260/280 nm absorbance (Eppendorf BioPhotometer; RNA program): Samples below 30 ng/µl were concentrated by Microcon centrifugal filter devices (YM-3) as recommended by the manufacturer (Millipore). RNA quantity and quality were additionally determined using Agilent Bioanalyzer 2100 with Eukaryote Total RNA Nano Chip Assays and 2100 Expert software version B.02.06 (all Agilent Technologies). RNA quantity and quality threshold was set to 30 ng/µl and RNA Integrity Number (RIN) = 8. Altogether 20 samples were chosen (5 biological replicates per genotype and condition) fitting these recommendations with averaged concentration of 60 ng/µl (range 30–84) and RIN of 9.13 (range 8.2–9.7). Three µl per RNA sample were used for subsequent gene expression analysis of 28853 genes using GeneChip Mouse Gene 1.0 ST Arrays (Affymetrix, MoGene-1_0-st). The 20 microarray datasets (CEL files) were analyzed with ArrayAssist Software (Stratagene/Agilent). ExonRMA algorithm was used for summarization and normalization. After that data was variance stabilized, transformed on logarithmic scale and quality control was performed. All microarray data in this publication are MIAME compliant, have been deposited in NCBI's Gene Expression Omnibus [30] and are accessible through GEO Series accession number GSE40393 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE40393). Differentially expressed genes were ascertained by unpaired t-tests in the four genotype by condition groups resulting in four different comparisons. Within the genotypes the conditions acute stress (*stress*) versus control (*con*) were compared: *KO stress* vs. *con* and *WT stress* vs. *con*. Further, genotype comparisons were performed within the control condition (*con KO* vs. *WT*) as well as within the acute stress condition (*stress KO* vs. *WT*). A correction for false discovery rate was not applied because this proved overly stringent given the high number of genes that were included and therefore was likely to produce false negative results. Instead, we applied a combined criterion for true positive expression differences of a fold difference >1.5 and a P-value <0.05.

Gene functional annotation and enrichment analyses were performed using the web-based tool DAVID Bioinformatics Resources 6.7 (Database for Annotation, Visualization and Integrated Discovery v6.7; http://david.abcc.ncifcrf.gov/home.jsp [31], [32]). More specifically, own gene lists of group comparisons *KO stress* vs. *con*, *WT stress* vs. *con*, *con KO* vs. *WT*, and *stress KO* vs. *WT* with gene fold differences >1.5 and P-values <0.05 were uploaded and submitted to DAVID together with identifier Affymetrix_exon_gene_ID and pre-built Affymetrix Exon Background (MoGene-1_0-st-v1). For identification of groups with similar biological meaning that are enriched in own gene lists compared to the background, data were analyzed with Functional Annotation Clustering using default setting (medium) for classification stringency. Results were narrowed down on significant annotation clusters with Group Enrichment Scores ≥1.3, EASE scores (P-values) for individual term members ≤0.05, and fold enrichment ≥1.5, as well as low family-wise false discovery rates (Benjamini multiple testing correction P-values ≤0.15). In addition, exploratory pathway analyses were performed with own gene lists of group comparisons using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database implemented in DAVID.

The validity of the microarray results was subsequently tested via commercial quantitative real-time Taqman PCR assays for several candidate genes: one or two validated genes (no pseudo or predicted genes) with fold changes >1.75 per group comparison representing different annotation clusters and pathways, respectively, and Gapdh as endogenous control. PCRs were set according to the manufacturer’s instructions (Applied Biosystems) on a Tecan Freedom EVO 150 and relative quantification was analyzed using the 7900 HT system with software SDS 2.1.1 (Applied Biosystems).

## Results

### Elevated Plus-maze (EPM)

General activity in the EPM measured as total number of arm entries and path length differed between *WT* and *KO* mice with the latter being less active (Wilcoxon Test, path length: W = 20, P<0.0001, Fig. 1a; total arm entries: W = 31, P = 0.0008). Consequently, anxiety-related measures of number of open arm entries and time spent in open arms of the EPM were calculated as percent. *WT* mice entered a significantly higher percentage of open arms (Wilcoxon Test, W = 53.5, P = 0.0077) and spent significantly more percentage of time in the open arms as *KO* mice (Wilcoxon Test, W = 50, P = 0.0047, Fig. 1b).

**Figure 1:**
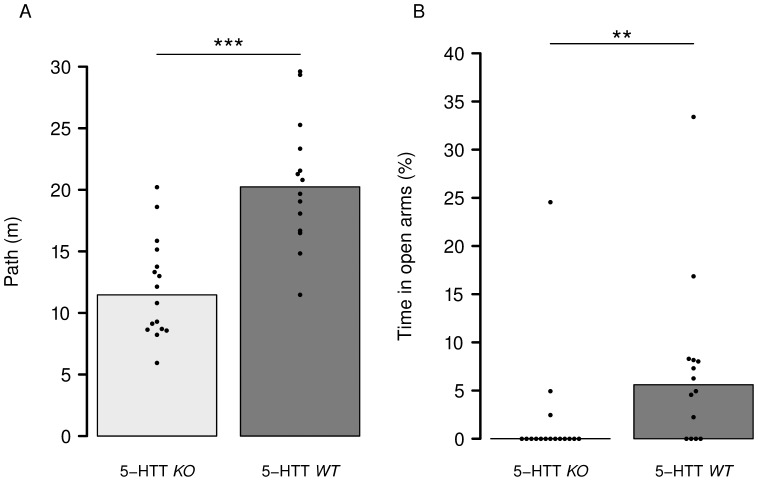
Elevated plus-maze test. a) Activity-related measures exemplified as the path length covered during the test. Bars represent the median values and the dots represent the data of each individual animal. b) Anxiety-related behavior measured as the proportion of time spent in open arms. Serotonintransporter knockout mice (5-HTT *KO*, n = 17) were less active and spent a lower proportion of time on open arms indicating increased anxiety compared to wild-type (5-HTT *WT*, n = 14) mice. Statistics: Wilcoxon exact rank sum test: ** = P<0.01, *** = P<0.001.

### Corticosterone

Plasma corticosterone titers (Fig. 2) were at basal levels in the control condition in both genotype groups (mean *KO*: 3.87±1.67 (SEM) ng/ml, mean *WT*: 2.59±0.68 (SEM) ng/ml). Acute stress overall led to an increase of stress hormone concentration in both genotypes (mean *KO*: 8.99±2.92 (SEM) ng/ml, mean *WT*: 4.39±1.5 (SEM) ng/ml).

**Figure 2:**
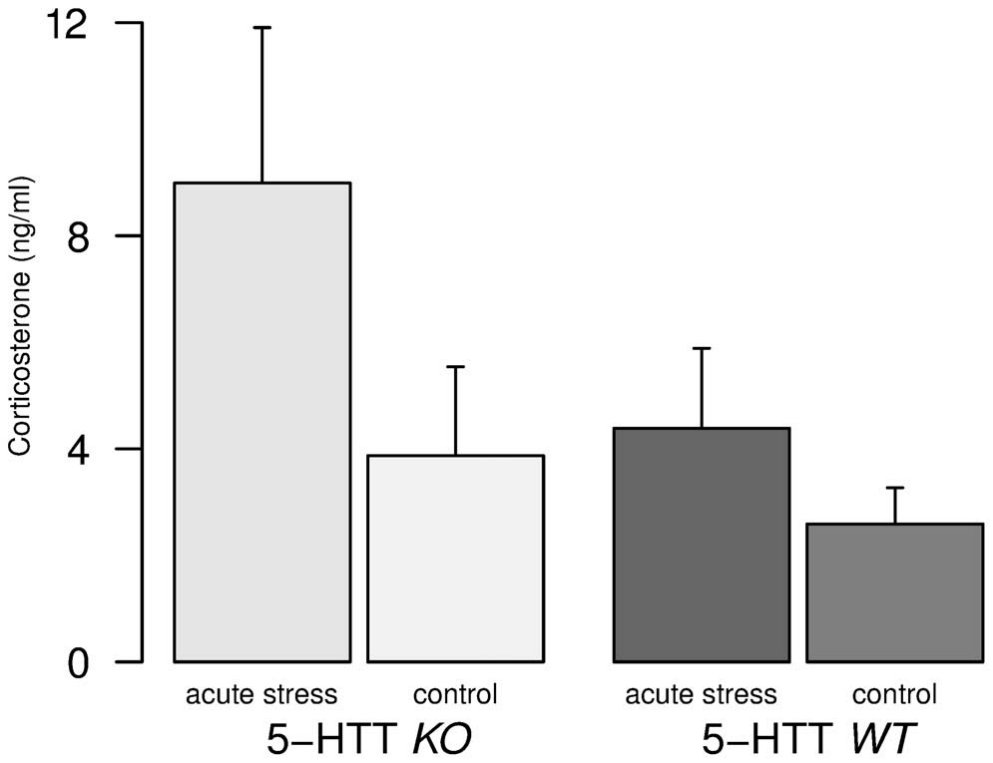
Corticosterone stress hormone concentration. Trunk blood samples were taken 130 sec after the mice were either being placed for 1 min in 21°C water (acute stress) or left untouched in the home-cage for 1 min (control). Bars represent the mean concentration, whiskers express SEM. An ANOVA revealed no significant effect of genotype (F_1,26_ = 2.36, P = 0.14) but a trend for increased stress hormone concentrations in mice subjected to acute stress (F_1,26_ = 3.21, P = 0.085).

ANOVA revealed a trend for increased stress hormone concentrations in mice subjected to acute stress (F_1,26_ = 3.21, P = 0.085) but no effect of genotype (F_1,26_ = 2.36, P = 0.14) and there was no significant interaction of genotype by stress (F_1,26_ = 0.68, P = 0.42).

### Microarray Analysis

Microarray analysis disclosed 80 differentially expressed genes between the conditions acute stress and control. Most of them, that is 77 genes, were upregulated immediately after the stressor, only 3 genes were downregulated. 

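Amygdala RNA of 20 mice was hybridized, 1 mouse per array, with 5 mice in each of the groups WT con, WT stress, KO con and KO stress. Stressed mice spent 1 min in water, at about 21 °C in the methods and at 22 °C in the array labels, and control mice spent the same time in the home cage. The study ended each protocol 540 sec after the start with the amygdala in RNA stabilizer. KO mice carry a targeted Slc6a4, the gene of the serotonin transporter 5-HTT, and the study read genotypes from the size of DNA fragments. The deposited values are log2 signals summarized and normalized by the authors with ExonRMA, for 28767 probe sets, of which 21776 name 1 gene symbol. They range from 4.09 to 14.24, and any pair of arrays correlates at 0.948 or more. Arrays are named by their labels.
Slc6a4 itself (gene ID 15567, chromosome 11, 76998597 to 77032343 in GRCm38.p6, probe set 10378816) separated the genotypes completely, with the higher signal in the arrays labelled KO. Its log2 value was 6.62 ± 0.75 (SD, n = 5) in WT con, 6.39 ± 0.10 in WT stress, 8.16 ± 0.03 in KO con and 8.28 ± 0.11 in KO stress. Averaged over both conditions it was higher in KO by 1.71 (SE 0.16), with an adjusted p of 1.15e-04 from limma. WT con replicate 5, at 7.82, had the highest WT value. Where the probes of Slc6a4 lie relative to the deleted part of the gene is not given in the sources used here.

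**Figure D1:**
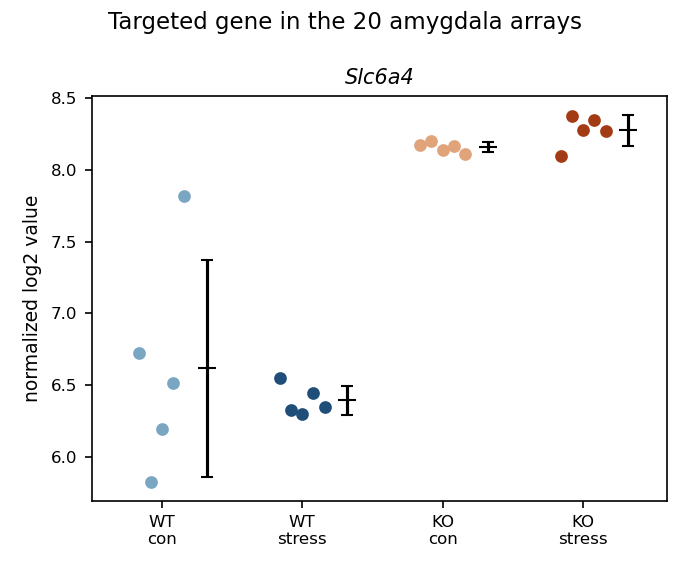
Normalized log2 value of Slc6a4 (y axis) in the 4 groups of 5 arrays (x axis). Points are single arrays and bars are the mean ± SD. All WT arrays lie at or below 7.82 and all KO arrays at or above 8.10.

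Groups were compared with limma (version 3.58.1, lmFit and eBayes on 4 group means), so that all 20 arrays share 1 estimate of the spread, and p-values were adjusted by the Benjamini-Hochberg method over all probe sets. The study's own criterion, a fold over 1.5 with an unadjusted p under 0.05, was counted with limma's p. Fold here means the difference of mean log2 values. For single genes an exact two-sided permutation test of 5 arrays against 5 is given, whose smallest possible p is 0.00794. Lists of marker and pathway genes were fixed before the data were examined and tested with fry, a test of whether the members of a list move on balance one way. The scripts were tried on simulated data with the spread of these arrays and 200 changed genes of each size. Of genes shifted by 1 log2 unit between WT stress and con, 94.5% were called at an adjusted p under 0.05. In the arrays themselves no gene passed in that comparison, not even Cdh9 at a difference of 1.05. The simulated share is therefore not the share of such changes that these arrays could show. The interaction of genotype and stress is given for single genes with a permutation p from 100000 permutations of residuals over the 20 arrays. The replicate numbers pair only the WT arrays, and values with those numbers as a block are given where they end a call. The permutations of residuals do not keep these WT pairs together, and no interaction of a single gene with that block is given. The number of arrays limits the precision of every value.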

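Transcripts with higher values after stress outnumbered those with lower values in both genotypes over all arrays. In WT mice 64 probe sets were higher and 5 lower at the study's criterion with limma's p, and in KO mice 39 were higher and 1 was lower. Without WT con replicate 1 the WT counts were 113 higher and 110 lower. Among the WT genes with the smallest p were Jph1 (1.03 on the log2 scale, SE 0.28), a junctophilin that ties the plasma membrane to calcium stores, and Cnksr2 (0.70, SE 0.19), a scaffold of Ras signalling at synapses. In all 5 WT stress arrays both genes lay above every WT con array (exact permutation p = 0.00794 for each). Prdm8, a transcriptional regulator, was higher in WT stress by 1.17 (SE 0.36). Mitochondrial malic enzyme Me3 was higher by 0.60 (exact permutation p = 0.0238) and the exchanger gene Slc24a2 by 0.62. Glt8d2, a glycosyltransferase gene, was higher by 0.71 (exact permutation p = 0.0317) and the microRNA gene Mir568 by 0.63 (exact permutation p = 0.0476).
In KO stress the genes with the smallest p included H2-Aa (0.89, SE 0.27) and Cd74 (0.90, SE 0.29), both of antigen presentation by MHC class II, each above all KO con arrays in 4 of 5 KO stress arrays (exact permutation p = 0.0159). Lum, a proteoglycan of collagen-rich tissue, was higher in KO stress by 0.92, and F5, coagulation factor V, by 1.50. Mxra8, a matrix adhesion gene, was higher by 0.60 (exact permutation p = 0.00794), Cd24a by 0.75 (exact permutation p = 0.0476) and Prg4, a lubricating proteoglycan, by 1.27 (exact permutation p = 0.0952). Without KO stress replicate 2 neither Lum (0.56) nor F5 (1.17) met the criterion. With the meninges score as a covariate the calls of H2-Aa, at 0.43 (SE 0.17), and Cd74, at 0.43 (SE 0.19), ended since the folds fell below the threshold (0.58 on the log2 scale), and that of F5, at 1.17 (SE 0.63), ended by its p. Lum is a member of that score and was not judged with it. With the choroid plexus score Cd74, at 0.55 (SE 0.25), and F5, at 0.46 (SE 0.18) (SE 0.58 before), fell below the fold, and Lum, at 0.47 (SE 0.30) (SE 0.36 before), failed on fold and p. Of the further genes, the choroid plexus score ended the calls of Mxra8 (from 0.60, SE 0.20, to 0.32, SE 0.14) by the fold, Prg4 (from 1.27, SE 0.52, to 1.11, SE 0.57) by p and Cd24a (from 0.75, SE 0.28, to 0.57, SE 0.30) by fold and p, and the meninges score those of Mxra8 (0.40, SE 0.19) and Prg4 (0.38, SE 0.30) by fold and p. The choroid plexus, cilia and pallial scores together did so for Mxra8 (0.27, SE 0.10), Cd24a (0.36, SE 0.10) and F5 (0.45, SE 0.19) by the fold and Lum (0.51, SE 0.31) by fold and p. Mxra8 also lost its call without KO con replicate 1 (0.54) or 2 (0.54) or KO stress replicate 2 (0.50) or 4 (0.57), Cd24a without KO con replicate 1 (0.53), and Prg4 without KO con replicate 2 (1.05) or 3 (1.16) or KO stress replicate 2 (0.92), 3 (1.18) or 4 (1.08).
Averaged over both genotypes, 16 probe sets met the criterion, all with higher values in stress. For none of the stress comparisons did a gene pass limma's adjustment over all probe sets (0 for the average, with 479 probe sets at an unadjusted p under 0.05 where 1438 are expected by chance). The share of WT probe sets with higher values depended on the scaling of the arrays, with 47 higher and 19 lower after quantile normalization and 50 higher and 18 lower after centring each array on its median. It was 111 higher and 64 lower without both arrays that stand apart (WT con replicate 1 and WT stress replicate 1) and 68 higher and 30 lower with the replicate number as a block in all groups. With the WT replicate numbers as a block in the WT groups alone, which are the only ones that pair, it was 56 higher and 19 lower. The fold of Prdm8 stayed the same there and its SE was 0.49, which ended its call by p. That fit leaves out the KO arrays, so the larger SE cannot be put down to the pairing. The methods' t-test, on the same WT arrays without the pairing, gave Prdm8 a p of 0.0468. With the pallial neuron score as a covariate Cnksr2 went from 0.70 (SE 0.19) to 0.53 (SE 0.19), Me3 from 0.60 (SE 0.18) to 0.51 (SE 0.20) and Slc24a2 from 0.62 (SE 0.19) to 0.46 (SE 0.19), each below the fold threshold with a p still under 0.05 from limma, and so lost the call. The 3 scores of choroid plexus, cilia and pallial neurons ended the calls of Cnksr2 (0.37, SE 0.15), Me3 (0.36, SE 0.14) and Glt8d2 (from 0.71, SE 0.19, to 0.46, SE 0.18) by the fold and Slc24a2 (0.44, SE 0.21) by fold and p, and the choroid plexus score alone that of Mir568 (from 0.63, SE 0.18, to 0.56, SE 0.18) by the fold. Glt8d2 lost its call without WT stress replicate 4 (0.52), Mir568 without that array (0.52), WT con replicate 1 (0.51) or WT stress replicate 3 (0.55). Me3 lost its call without WT con replicate 2 (0.54), WT con replicate 4 (0.52), WT stress replicate 1 (0.44) or WT stress replicate 3 (0.54), and Slc24a2 without WT con replicate 3 (0.54), WT con replicate 4 (0.52), WT stress replicate 4 (0.56) or WT stress replicate 5 (0.55).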

Closer inspection of the impact of acute stress vs. control in the different 5-HTT genotype groups revealed no overlap of genes in the expression profiles. 

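The genes listed for 1 genotype had smaller values in the other. The 36 transcripts that Table S1 lists as higher in WT stress had a median log2 difference of 0.76 in WT mice and -0.13 in KO mice, where 7 of them had positive values. Without KO con replicate 1 this KO median was 0.04, without KO con replicate 3 -0.22, without KO con replicate 4 -0.22 and without KO stress replicate 5 -0.06. The 41 transcripts listed as higher in KO stress had a median of 0.90 in KO mice and 0.28 in WT mice, where 33 had positive values. Without WT stress replicate 4 this WT median was -0.12 (7 positive), without WT stress replicate 2 0.47 and without WT stress replicate 3 0.50, so that its direction rests on WT stress replicate 4. In KO con against WT con the 41 transcripts of the KO list had a median of -0.20, with 2 positive (exact permutation p = 0.0159 for the score of the whole KO list, adjusted p = 0.236 over 104 score tests), and the 36 of the WT list 0.27, with 35 positive (0.18 without KO con replicate 1, exact permutation p = 0.206 and adjusted p = 0.825 for the score of the whole WT list). The choice of the lists on these arrays favours low values in the control group of their own genotype. Tested directly, the stress response differed between the genotypes at an unadjusted p under 0.05 of limma's interaction for 33 of the 38 transcripts of the WT list and for 4 of the 42 of the KO list. No transcript of either list passed the adjustment over all probe sets (27 of the WT list did when adjusted over the list alone). Both lists were chosen on these arrays, so that these counts are not independent evidence of their direction.
No probe set met the study's criterion with limma's p in both stress comparisons in the same direction, where chance alone gives 0.0868. Without the fold threshold, Mcm2 of the DNA replication licensing complex, the ubiquitin ligase gene Mylip and the mechanosensitive channel gene Piezo2 were higher in both genotypes at an unadjusted p under 0.05. These 3 names were chosen after their values were seen. Chance gives 7.11 such probe sets. A further 13 probe sets were higher in 1 genotype and lower in the other. Without KO stress replicate 5, 1 probe set met the criterion in both.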

About half of the genes were differentially expressed in *WT* mice after the acute stressor (38 genes: 36 up-, 2 downregulated) and the other half in *KO* mice (42 genes: 41 up-, 1 downregulated). 

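Excitatory and striatal neuron markers had mostly higher values in stressed WT mice, and choroid plexus and meningeal markers in stressed KO mice. In WT mice 25 of 28 measured genes of cortical and pallial excitatory neurons had higher values in stress than in con (median log2 difference 0.29), against 14 of 28 in KO mice (median 0.00). Of 25 genes of striatal and central amygdala neurons 21 were higher in WT stress (median 0.28). Without single WT arrays this median lay between 0.07 (WT stress replicate 2) and 0.55 (WT con replicate 1), and it moved by over 1.5 times without any WT array other than WT con replicate 2. Among the pallial genes the transcription factor gene Neurod6 had the largest WT difference (1.79, SE 0.62, exact permutation p = 0.0635). All 21 measured choroid plexus genes that the study had not listed had higher values in KO stress than in KO con (median 0.39), and 19 had higher values in WT stress than in WT con (median 0.22). The WT direction rests on WT stress replicate 4, without which 8 of 21 were higher (median -0.04), and the median was 0.35 without WT stress replicate 3. Genes of meninges and fibroblasts had higher values in KO stress for 28 of 29 members (median 0.56) and for 16 of 29 in WT stress (median 0.02). Without KO stress replicate 2 the KO median was 0.35, and without WT con replicate 3 28 of 29 were higher in WT stress (median 0.26), while without any other WT array the WT median lay between -0.09 and 0.09. The KO median of the pallial genes lay between -0.08 and 0.13 without single arrays. Between WT stress and WT con the list score had an exact permutation p of 0.0794 for pallial and 0.619 for striatal genes. Between KO stress and KO con it was 0.0238 for choroid plexus and 0.0794 for meningeal genes. None of these lists passed fry after adjustment (adjusted p = 0.71 for the pallial and adjusted p = 0.926 for the striatal list in WT, adjusted p = 0.781 for the choroid plexus and the meninges lists in KO), nor did the interaction of genotype and stress (adjusted p = 0.781 for pallial, adjusted p = 0.926 for striatal, adjusted p = 0.943 for choroid plexus and adjusted p = 0.892 for meningeal genes).
At the study's criterion with limma's p, 69 probe sets differed in WT mice and 40 in KO mice. None did at an adjusted p under 0.05, with 1019 and 326 probe sets at an unadjusted p under 0.05. The methods' t-test also gave 0 after adjustment in both. Of the transcripts that Table S1 lists, 37 of 38 met the criterion in WT mice and 25 of 42 in KO mice. With the WT replicate numbers as a block, 75 probe sets met it in WT mice and Neurod6 did not, its fold being the same and its SE 0.79. That fit leaves out the KO arrays, and the methods' t-test without the pairing did not call Neurod6 either.
Counts moved over 1.5 times with single arrays left out. In WT mice 223 probe sets met the criterion without WT con replicate 1, 41 without WT con replicate 4, 128 without WT stress replicate 2 and 110 without WT stress replicate 3. In KO mice it was 11 without KO stress replicate 2, 14 without KO stress replicate 4, 19 without KO con replicate 2, 64 without WT stress replicate 4, 67 without KO stress replicate 5, 69 without KO stress replicate 1, 81 without KO con replicate 4 and 82 without KO stress replicate 3. WT stress replicate 1 and WT con replicate 1 stood apart from the other arrays (median correlation 0.961 and 0.978), and without both, left out after seeing the data, the WT count was 175 and the KO count 32.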

Direct comparison of both genotypes within the acute stress condition indicated 90 genes differentially expressed, 36 of them upregulated in *WT* mice and the other 54 upregulated in *KO* mice. In contrast, within the control condition only slight differences appeared between both genotypes with only 15 differentially expressed genes, 9 of them upregulated in *WT* and 6 in *KO* mice (for detailed gene lists concerning all group comparisons see Table S1).

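Between the genotypes after stress, astrocyte, endothelial, meningeal and hypothalamic markers had mostly higher values in KO mice. Of 17 measured astrocyte genes 15 were higher in KO stress than in WT stress (median log2 difference 0.24), 5 of them at an unadjusted p under 0.05. Endothelial genes had higher values for 16 of 18 members (median 0.19), meningeal and fibroblast genes for 27 of 29 (median 0.39) and hypothalamic and medial amygdala neuron genes for 25 of 30 (median 0.35), among them the imprinted gene Peg10 (1.05). The astrocyte median was 0.03 without WT stress replicate 1 and 0.16 without KO stress replicate 5, the endothelial median 0.06 and the meningeal median 0.12 without KO stress replicate 2, and the hypothalamic median 0.19 without KO stress replicate 1 and 0.19 without KO stress replicate 3. No list passed fry after adjustment (adjusted p = 0.781 for astrocytes, adjusted p = 0.892 for each of the others). The list score had an exact permutation p of 0.230 for astrocyte, 0.214 for endothelial, 0.254 for meningeal and 0.349 for hypothalamic genes.
Ngb, which encodes the oxygen-binding neuroglobin, was higher in KO stress by 0.90 (SE 0.25, exact permutation p = 0.0159). Hs3st3a1, a heparan sulfate sulfotransferase, was higher by 0.66. Me3 was lower by 0.65 and Slc24a2 by 0.65, measured against the same WT stress arrays in which both were higher than in WT con. Of the predicted RNA gene Gm24463, 5 probe sets were lower in KO stress by 0.73 to 0.66, with every KO stress array below every WT stress array (exact permutation p = 0.00794).
At the study's criterion with limma's p, 100 probe sets were higher and 121 lower in KO stress. Of these 221 probe sets 147 name 1 gene symbol, 8 several and 66 none. Counted per gene with 1 symbol the majority turns, with 72 genes higher and 46 lower, and among probe sets with 1 symbol tested alone 96 were higher and 55 lower. It also turns without KO stress replicate 3 (146 higher, 98 lower), KO stress replicate 1 (121 and 101), WT stress replicate 2 (172 and 166) or WT stress replicate 3 (105 and 99), with the methods' t-test (76 and 66), the Welch test (67 and 54), limma on the 2 groups alone (116 and 89), centring on medians (122 and 119), only probe sets above the median level (80 and 74) or the replicate number as a block in all groups (150 and 121). The 1 probe set at an adjusted p under 0.05 was that of Slc6a4. At an unadjusted p under 0.05 there were 2670 probe sets, 878 higher and 1792 lower in KO stress, where 1438 are expected by chance. For genotype averaged over conditions there were 3465, 1354 higher and 2111 lower in KO mice. Without WT stress replicate 1 the count at the study's criterion was 107, without WT stress replicate 2 338, without WT stress replicate 4 562 and without WT stress replicate 5 404, and without both arrays that stand apart 117. With the pallial score as a covariate Slc24a2 from -0.65 (SE 0.19) to -0.57 (SE 0.18) fell below the fold threshold. The choroid plexus, cilia and pallial scores together ended the calls of Me3 (from -0.65, SE 0.18, to -0.34, SE 0.14), Slc24a2 (-0.51, SE 0.21) and Hs3st3a1 (from 0.66, SE 0.19, to 0.50, SE 0.20) by the fold and of 4 of the 5 probe sets of Gm24463 by the fold (from between -0.68 and -0.66, SE 0.15 to 0.18, to between -0.57 and -0.52, SE 0.17 to 0.20), and the meninges score that of Hs3st3a1 (0.53, SE 0.17) by the fold. All 5 probe sets of Gm24463 lost the call without WT stress replicate 1 (-0.58 to -0.50) or with array weights (-0.54 to -0.45), and 2 of them without WT stress replicate 3 (-0.57). Me3 lost its call without WT stress replicate 1 (-0.50), Slc24a2 without WT stress replicate 4 (-0.58) or 5 (-0.58), Hs3st3a1 without KO stress replicate 2 (0.55) or 4 (0.55), and Peg10 without WT stress replicate 1 (0.77), 4 (0.85) or 5 (0.94) or KO stress replicate 1 (0.96) or 3 (0.92).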

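In unstressed mice few genes met the study's criterion between the genotypes besides Slc6a4. Among them Lmo3, a LIM-domain cofactor of transcription, was higher in KO con by 0.60 and Trdn, the triadin of calcium release sites, by 0.59. Phxr4 was lower by 0.72 (exact permutation p = 0.0317) and Pramel27 by 0.60 (exact permutation p = 0.0238), and 4930447A16Rik by 0.61 (exact permutation p = 0.0714). With a fold over 1.5 but a limma p above 0.05, Mlip was higher by 0.61, all 7 probe sets of the synaptic gene Unc13c by 0.81 to 1.04, and the collagen gene Col6a3 lower by 0.78 (exact permutation p = 0.175 for Mlip, 0.0397 for the 2 probe sets of Unc13c with the smallest limma p, and 0.0952 for Col6a3). The study lists another probe set of Unc13c, at 1.04. Mlip was at 0.25 without KO con replicate 1. Without WT con replicate 1 or KO con replicate 4 Mlip (0.70 and 0.80), those 2 probe sets of Unc13c (1.21 to 1.22 and 1.16 to 1.27) and Col6a3 (-1.01 and -1.02) met the criterion. Mlip also met it without WT con replicate 2 (0.71) or KO con replicate 2 (0.69) or 3 (0.75), and Col6a3 without WT con replicate 2 (-0.91). Of 17 measured microglia genes 15 had higher values in KO con (median log2 difference 0.19), 3 of them at an unadjusted p under 0.05, including the complement gene C1qb (0.31). The mean microglia score was 0.09 ± 0.15 (SD, n = 5) in KO con and -0.07 ± 0.05 in WT con (exact permutation p = 0.00794, adjusted p = 0.206 over the cell type scores and 0.165 over 104 score tests). Without KO con replicate 1, at 0.34, this difference of 0.16 was 0.10 and the median over the genes 0.11. Genes of striatal and central amygdala neurons had higher values in KO con for 24 of 25 members (median 0.36) and thalamic genes for 15 of 16 (median 0.15). The striatal score had an exact permutation p of 0.365 and the thalamic score 0.730. The striatal median was 0.67 without WT con replicate 1, 0.55 without KO con replicate 4, 0.21 without KO con replicate 1 and 0.22 without KO con replicate 5. The thalamic median changed sign without KO con replicate 3 (-0.04), was 0.46 without WT con replicate 2, 0.26 and 0.28 without KO con replicates 1 and 2, and 0.06 to 0.10 without KO con replicate 5 or WT con replicate 1, 3, 4 or 5. No list passed fry after adjustment (adjusted p = 0.738 for microglia, adjusted p = 0.892 for striatal genes, adjusted p = 0.926 for thalamic genes).
At the study's criterion with limma's p, 7 probe sets were higher and 7 lower in KO con, and 6 of these 14 name 1 gene symbol. The even split depended on single arrays and covariates, with 56 higher and 12 lower without WT con replicate 2, 33 and 10 without KO con replicate 4, 15 and 7 without KO con replicate 3, 32 and 10 with the pallial score, 37 and 50 without WT con replicate 1 and 5 and 10 without KO con replicate 2. At an adjusted p under 0.05 limma called 0 probe sets and the methods' t-test 0, with 1026 and 1790 at an unadjusted p under 0.05. Slc6a4 came closest (adjusted p = 0.0804 from limma), and without WT con replicate 5 1 probe set passed. Without WT con replicate 1 the count at the criterion was 87, without WT con replicate 2 68, without WT con replicate 3 8, without WT con replicate 4 22, without KO con replicate 3 22, without KO con replicate 4 43 and without KO con replicate 5 24. With the pallial score as a covariate Lmo3 went from 0.60 (SE 0.24) to 0.49 (SE 0.22) and Trdn from 0.59 (SE 0.23) to 0.54 (SE 0.24), below the fold threshold. The scores of choroid plexus, cilia and pallial neurons together ended the calls of Lmo3 (0.45, SE 0.18) by the fold and Trdn (0.47, SE 0.23) by fold and p, the choroid plexus score that of Trdn (0.56, SE 0.23) by the fold, and the meninges score those of Pramel27 (from -0.60, SE 0.19, to -0.57, SE 0.18) and 4930447A16Rik (from -0.61, SE 0.26, to -0.57, SE 0.26) by the fold. Lmo3 lost its call without WT con replicate 2 (0.58) or 4 (0.51) or KO con replicate 1 (0.33) or 2 (0.58), Trdn without WT con replicate 1 (0.52) or 4 (0.50) or KO con replicate 1 (0.54), 2 (0.58) or 3 (0.45), Pramel27 without WT con replicate 2 (-0.57) or 3 (-0.47) or KO con replicate 5 (-0.49), 4930447A16Rik without WT con replicate 2 (-0.55), 3 (-0.46) or 5 (-0.58) or KO con replicate 3 (-0.54) or 4 (-0.56), and Phxr4 without WT con replicate 3 (-0.56).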

### Functional Annotation Clustering and KEGG Pathway Analysis by DAVID

In the next step the resulting microarray group gene lists were functionally categorized using DAVID. Significant annotation clusters were detected in the groups *acute stress* vs. *control* including the terms neurogenesis and cation binding as well as terms like glycoprotein, membrane, and transport (for a complete list of clusters and enriched terms in all gene groups see Table 1). 

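Axon guidance and calcium signalling genes were listed from general knowledge before the data were examined, and 4 members of each also stand in Table S1. Of 87 measured axon guidance genes, 42 had higher values in WT stress than in WT con and 40 in KO stress than in KO con. In WT mice 7 of them were higher and 1 lower at an unadjusted p under 0.05, and in KO mice 2 were higher, among them the semaphorin gene Sema3b (0.50, SE 0.22). Of 132 measured calcium signalling genes, 78 had higher values in WT stress and 48 in KO stress, with 11 higher and 0 lower in WT mice and 1 higher and 0 lower in KO mice at an unadjusted p under 0.05 from limma.
For calcium signalling genes the difference between the genotypes in their response to stress had an adjusted p of 0.419 in fry, and for axon guidance genes an adjusted p of 0.977. The median interaction of the calcium signalling genes was -0.06, at -0.10 without WT stress replicate 1 and -0.04 without WT stress replicate 3. The axon guidance list had a median of -0.001 and a mean of 0.018 in WT mice, and -0.004 and 0.008 in KO mice. No member of either list passed the adjustment over all genes or over the list alone in the stress comparisons.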

Again closer inspection of the impact of acute stress within the different 5-HTT genotype groups revealed no overlap of clusters: the first terms (neurogenesis, cation binding) were observed only in *WT* mice and the latter terms (glycoprotein, membrane, transport) only in *KO* mice. The direct genotype comparison *WT* vs. *KO* within the stress condition revealed three clusters with the terms calcium ion binding, cilium/cell projection, and cell projection part. Of these, terms including ion binding (metal ion/cation/calcium binding) were enriched in upregulated genes of *WT* mice, while the other terms including cilium/axoneme/cilium part/cell projection part were enriched in upregulated genes of *KO* mice (Table 1). In contrast, no functional clusters reaching our criteria of significance were detected in the genotype comparison *WT* vs. *KO* within the control condition.

**Table 1:** Significant functional annotation clusters in different gene groups related to condition (*acute stress* or *control*) and 5-HTT genotype (*WT* or *KO*) acquired by DAVID tool.

Cluster	Scores	Category	Enrichment Term	# (%) Genes	P-Value
Group: *WT stress* vs. *con* (Total: 38 genes)					
1	1.76	SP_PIR_KEYWORDS	neurogenesis	4 (10.5)	0.003
2	1.29	GOTERM_MF_FAT	GO:0043169∼cation binding	17 (44.7)	0.004
		GOTERM_MF_FAT	GO:0043167∼ion binding	17 (44.7)	0.004
Group: *KO stress* vs. *con* (Total: 42 genes)					
1	6.03	SP_PIR_KEYWORDS	glycoprotein	26 (61.9)	1.53E−09
		SP_PIR_KEYWORDS	Secreted	16 (38.1)	8.70E−08
		UP_SEQ_FEATURE	glycosylation site:N-linked (GlcNAc…)	24 (57.1)	2.18E−07
		SP_PIR_KEYWORDS	signal	21 (50.0)	3.73E−07
		GOTERM_CC_FAT	GO:0044421∼extracellular region part	13 (31.0)	7.92E−07
		UP_SEQ_FEATUR	signal peptide	21 (50.0)	1.91E−06
		GOTERM_CC_FAT	GO:0005576∼extracellular region	17 (40.5)	5.43E−06
		GOTERM_CC_FAT	GO:0005615∼extracellular space	10 (23.8)	8.24E−06
		SP_PIR_KEYWORDS	disulfide bond	17 (40.5)	1.81E−05
		UP_SEQ_FEATURE	disulfide bond	17 (40.5)	4.06E−05
2	2.32	GOTERM_CC_FAT	GO:0031226∼intrinsic to plasma membrane	8 (19.0)	8.56E−04
		GOTERM_CC_FAT	GO:0005887∼integral to plasma membrane	7 (16.7)	0.004
		GOTERM_CC_FAT	GO:0005886∼plasma membrane	16 (38.1)	0.011
3	2.27	UP_SEQ_FEATURE	topological domain:Extracellular	15 (35.7)	2.80E−04
		UP_SEQ_FEATURE	topological domain:Cytoplasmic	16 (38.1)	0.001
		SP_PIR_KEYWORDS	membrane	22 (52.4)	0.002
		UP_SEQ_FEATURE	transmembrane region	19 (45.2)	0.003
		SP_PIR_KEYWORDS	transmembrane	20 (47.6)	0.006
		GOTERM_CC_FAT	GO:0005886∼plasma membrane	16 (38.1)	0.011
4	1.75	GOTERM_MF_FAT	GO:0022803∼passive transmembrane transporter activity	6 (14.3)	0.002
		GOTERM_MF_FAT	GO:0015267∼channel activity	6 (14.3)	0.002
		SP_PIR_KEYWORDS	voltage-gated channel	4 (9.5)	0.003
		SP_PIR_KEYWORDS	ionic channel	5 (11.9)	0.004
		SP_PIR_KEYWORDS	transport	10 (23.8)	0.005
Group: *con KO* vs. *WT* (Total: 15 genes)					
–	–	–	–	–	–
Group: *stress KO* vs. *WT* (Total: 90 genes)					
1	2.26	GOTERM_MF_FAT	GO:0005509∼calcium ion binding	11 (12.1)	7.27E−04
		SP_PIR_KEYWORDS	calcium	10 (11.0)	8.87E−04
2	2.21	GOTERM_CC_FAT	GO:0005929∼cilium	5 (5.5)	6.62E−04
		GOTERM_CC_FAT	GO:0044463∼cell projection part	5 (5.5)	0.002
		SP_PIR_KEYWORDS	cilium	4 (4.4)	0.002
		GOTERM_CC_FAT	GO:0044441∼cilium part	3 (3.3)	0.006
		GOTERM_CC_FAT	GO:0042995∼cell projection	7 (7.7)	0.007
3	1.35	GOTERM_CC_FAT	GO:0044463∼cell projection part	5 (5.5)	0.002
Group: *stress KO* vs. *WT*, upregulated in *KO* (Total: 54 genes)					
1	1.82	GOTERM_CC_FAT	GO:0005929∼cilium	5 (9.3)	1.64E−04
		SP_PIR_KEYWORDS	cilium	4 (7.4)	7.47E−04
		GOTERM_CC_FAT	GO:0005930∼axoneme	3 (5.6)	0.003
		GOTERM_CC_FAT	GO:0044441∼cilium part	3 (5.6)	0.003
		GOTERM_CC_FAT	GO:0044463∼cell projection part	4 (7.4)	0.005
Group: *stress KO* vs. *WT*, upregulated in *WT* (Total: 36 genes)					
1	2.55	GOTERM_MF_FAT	GO:0046872∼metal ion binding	11 (29.7)	5.44E−04
		GOTERM_MF_FAT	GO:0043169∼cation binding	11 (29.7)	5.90E−04
		GOTERM_MF_FAT	GO:0043167∼ion binding	11 (29.7)	6.59E−04
		SP_PIR_KEYWORDS	calcium	5 (13.5)	0.002
		GOTERM_MF_FAT	GO:0005509∼calcium ion binding	5 (13.5)	0.008

The different annotation clusters were represented by varying fractions of genes ranging from only about 5–10% up to 40–60% (overview: Table 1; details: Tables 2, 3, 4). The neurogenesis cluster, that comprised about 10% of all genes upregulated in *WT stress* vs. *con*, included genes like roundabout homolog 2 (Robo2), slit homolog 3 (Slit3), and sema domain 3E (Sema3e). 

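Robo2, a receptor, Slit3, a ligand of that receptor family, and Sema3e, a secreted semaphorin, steer growing axons, and all 3 had higher values in WT stress than in WT con. Sema3e was 8.27 ± 0.34 (SD, n = 5) in WT stress and 7.45 ± 0.57 in WT con, a log2 difference of 0.82 (SE 0.26, exact permutation p = 0.0397). Robo2 was higher by 0.84 (SE 0.29), with 4 of 5 stressed mice above all controls (exact permutation p = 0.0159). Slit3 was higher by 0.65 (SE 0.20) in all 5 stressed mice (exact permutation p = 0.00794). In KO mice the response was lower than in WT mice by an interaction of -1.10 for Sema3e (permutation p = 0.0145), -1.11 for Robo2 (permutation p = 0.0138) and -0.75 for Slit3 (permutation p = 0.027). The study chose these genes for higher values in WT stress on the same arrays, which favours a lower response in KO mice, so that these p-values are not independent evidence of a difference. After adjustment over all probe sets limma's adjusted p was 1 for the stress response of each gene.
A further member of the family, the receptor gene Robo3, was higher in WT stress by 0.75 (exact permutation p = 0.0714), and its call was lost without WT con replicate 3 (0.71), WT stress replicate 1 (0.64) or WT stress replicate 5 (0.52). Over the 20 arrays, after subtracting group means, the score of the WT list of Table S1, which holds Robo2, Slit3 and Sema3e, correlated with that of the pallial neuron markers (r = 0.673, permutation p = 0.00530, adjusted over 5 relations 0.00883). Spearman's rho was 0.576 (permutation p = 0.0138, adjusted p = 0.0230). Without KO con replicate 1 and WT stress replicate 4 r was 0.332, so the relation rests on those arrays. In the 10 control arrays alone r was 0.622 (permutation p = 0.139, adjusted p = 0.139) and -0.240 without KO con replicate 1 and WT con replicate 3. With the pallial score as a covariate Robo2, at 0.64 (SE 0.30), lost its call by p, Slit3, at 0.51 (SE 0.22), by its fold, and Robo3 from 0.75 (SE 0.32) to 0.44 (SE 0.31) by both. Slit3 also lost it without WT con replicate 4 (0.54) or 5 (0.54). With the choroid plexus, cilia and pallial scores together the calls of Sema3e (0.66, SE 0.31) by p and Robo2 (0.42, SE 0.24), Slit3 (0.35, SE 0.19) and Robo3 (0.53, SE 0.33) by fold and p ended, and with the choroid plexus score that of Robo3 (0.68, SE 0.33) by p.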

All these genes were also included in the functionally highly overlapping KEGG pathway axon guidance (Table 2; details: Table 5), supporting the relevance of this cluster. The second cluster detected in *WTs* after stress, cation binding, had marginal enrichment score but represented about 45% of this group. It included genes like cadherin 9 (Cdh9), Slit3, calcium binding protein 1 (Cabp1), parvalbumin (Pvalb) and several receptors like glutamate receptor, ionotropic, NMDA2A (Grin2a), nuclear receptors of subfamiliy 4, group A, members 2 and 3 (Nr4a2, Nr4a3), and ryanodine receptor 1 (Ryr1). 

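Cadherin 9, an adhesion molecule of synapses, had the largest difference after stress among these calcium-binding and receptor genes in WT mice. Cdh9 was 7.68 ± 0.55 (SD, n = 5) in WT stress and 6.62 ± 0.16 in WT con, with all 5 stressed mice above all controls (log2 difference 1.05, SE 0.26, exact permutation p = 0.00794). The orphan nuclear receptor gene Nr4a3 was 7.98 ± 0.64 (SD, n = 5) and 6.94 ± 0.48, higher in stress by 1.04 (exact permutation p = 0.0159). Grin2a, an NMDA receptor subunit, was higher by 0.85 (SE 0.28, exact permutation p = 0.0317), Ryr1, a release channel of calcium stores, by 0.66 (exact permutation p = 0.0238) and Cabp1 by 0.67 (exact permutation p = 0.0317).
Nr4a2 was higher by 0.79 with a limma p of 0.0608 and did not meet the study's criterion here, which it met with the methods' t-test and with the WT replicate numbers as a block. Pvalb, a calcium buffer of fast-spiking interneurons, had a difference of 0.39 (SE 0.37, limma p = 0.308, exact permutation p = 0.238). In limma, all of these genes had an adjusted p of 1. With the pallial neuron score as a covariate Grin2a went from 0.85 (SE 0.28) to 0.37 (SE 0.17) and Ryr1 from 0.66 (SE 0.24) to 0.57 (SE 0.27), which ended their calls by the fold, and Cabp1 from 0.67 (SE 0.28) to 0.42 (SE 0.28), which ended it by fold and p. The same score with those of choroid plexus and cilia ended the calls of Grin2a (0.33, SE 0.18), Ryr1 (0.38, SE 0.20) and Cabp1 (0.24, SE 0.22) by fold and p. Ryr1 also lost its call without WT stress replicate 1 (0.55), and Cabp1 without WT con replicate 2 (0.62), WT con replicate 4 (0.51) or WT stress replicate 1 (0.56).

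**Figure D2:**
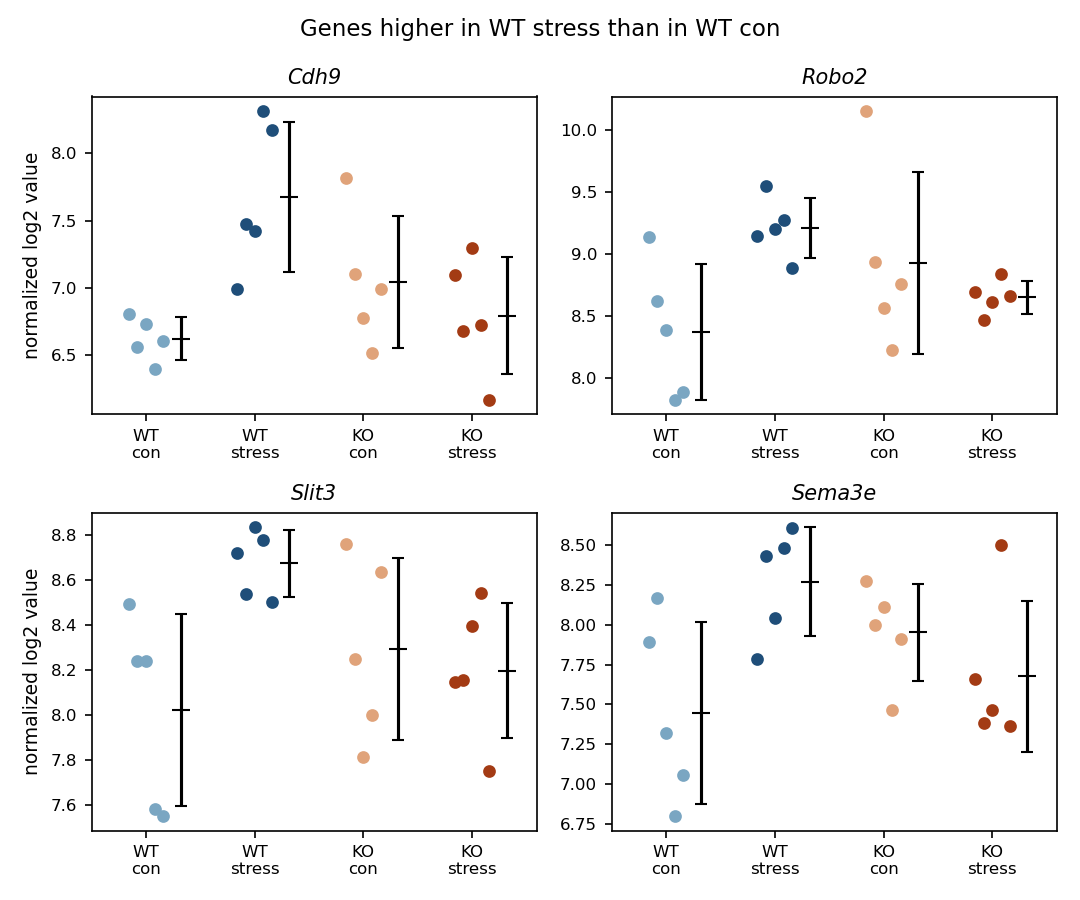
Normalized log2 values of Cdh9, Robo2, Slit3 and Sema3e (y axes) in the 4 groups of 5 arrays (x axes). Points are single arrays and bars are the mean ± SD. For Cdh9 and Slit3 all 5 WT stress arrays lie above all 5 WT con arrays.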

Again similar results were obtained from KEGG pathway analysis that revealed the calcium signaling pathway containing genes like Grin2a and Ryr1, however with EASE score reaching only trend significance (Table 2, 5).

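Calcium signalling genes differed little as a group in WT stress, with a few receptors and channels higher. Over the 132 measured members the median log2 difference was 0.03 (fry adjusted p = 0.419). Their mean score was 0.03 ± 0.03 (SD, n = 5) in WT stress and -0.03 ± 0.02 in WT con (exact permutation p = 0.0238, adjusted p = 0.275 over 104 score tests). Chrm1, a muscarinic acetylcholine receptor, differed most (0.90, SE 0.28), at 8.53 ± 0.34 (SD, n = 5) in WT stress and 7.63 ± 0.51 in WT con (exact permutation p = 0.0397). It met the study's criterion together with Grin2a and Ryr1, and the study picked all 3 on these arrays. With the choroid plexus, cilia and pallial scores as covariates the calls of all 3 ended, of Chrm1 (0.34, SE 0.19), Grin2a (from 0.85, SE 0.28, to 0.33, SE 0.18) and Ryr1 (from 0.66, SE 0.24, to 0.38, SE 0.20) by fold and p. Adcy1, a calcium-stimulated adenylyl cyclase, had a difference of 0.59 with a limma p of 0.157. No member passed the adjustment over all genes or over the list alone.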

**Table 2:** Genes included in functional annotation clusters in gene group of 5-HTT *WT* mice in conditions *acute stress* vs. *control* as acquired by DAVID tool.

Cluster	Transcript	Gene Title	Symbol	FC^1^	Effect	P-Value
neurogenesis	10440344	roundabout homolog 2 (Drosophila)	Robo2	1.79	up	0.014
neurogenesis	10519747	sema domain, immunoglobulin domain (Ig), short basic domain, secreted	Sema3e	1.77	up	0.025
neurogenesis	10481349	netrin G2///RIKEN cDNA 6530402F18 gene	Ntng2	1.7	up	0.003
neurogenesis, cation binding	10375175	slit homolog 3 (Drosophila)	Slit3	1.57	up	0.012
cation binding	10586591	carbonic anyhydrase 12	Car12	2.88	up	0.032
cation binding	10523483	PR domain containing 8	Prdm8	2.25	up	0.047
cation binding	10485745	anoctamin 3	Ano3	2.09	up	0.006
cation binding	10423230	cadherin 9	Cdh9	2.07	up	0.004
cation binding	10504838	nuclear receptor subfamily 4, group A, member 3	Nr4a3	2.06	up	0.020
cation binding	10556381	microtubule associated monoxygenase, calponin and LIM domain containing 2	Mical2	1.81	up	0.033
cation binding	10437629	glutamate receptor, ionotropic, NMDA2A (epsilon 1)	Grin2a	1.8	up	0.038
cation binding	10482772	nuclear receptor subfamily 4, group A, member 2	Nr4a2	1.73	up	0.039
cation binding	10548940	LIM domain only 3	Lmo3	1.7	up	0.002
cation binding	10532956	calcium binding protein 1	Cabp1	1.59	up	0.023
cation binding	10561561	ryanodine receptor 1, skeletal muscle	Ryr1	1.58	up	0.019
cation binding	10526038	matrix metallopeptidase 17	Mmp17	1.55	up	0.032
cation binding	10554819	malic enzyme 3, NADP(+)-dependent, mitochondrial	Me3	1.51	up	0.029
cation binding	10364792	polo-like kinase 5 (Drosophila)	Plk5	1.51	up	0.023
cation binding	10416800	LIM domain only 7	Lmo7	1.51	up	0.005
cation binding	10533751	phosphatidylinositol transfer protein, membrane-associated 2	Pitpnm2	1.51	up	0.027

1 Abbreviation: FC, fold change.

**Table 3:** Genes included in functional annotation clusters in gene group of 5-HTT *KO* mice in conditions *acute stress* vs. *control* as acquired by DAVID tool.

Cluster	Transcript	Gene Title	Symbol	FC^1^	Effect	P-Value
glycoprotein; transport	10454192	transthyretin	Ttr	5.92	up	0.024
membrane; transport	10356403	potassium inwardly-rectifying channel, subfamily J, member 13	Kcnj13	5.82	up	0.007
glycoprotein; plasma membrane; membrane	10527870	klotho	Kl	3.45	up	0.015
glycoprotein	10351224	coagulation factor V; similar to Murine coagulation factor V	F5	2.83	up	0.016
glycoprotein	10395389	sclerostin domain containing 1	Sostdc1	2.71	up	0.028
glycoprotein; transport	10478048	lipopolysaccharide binding protein	Lbp	2.38	up	0.040
membrane	10547191	transmembrane protein 72	Tmem72	2.1	up	0.033
glycoprotein	10347277	insulin-like growth factor binding protein 2	Igfbp2	2.06	up	0.032
glycoprotein	10569344	insulin-like growth factor 2	Igf2	2.05	up	0.043
glycoprotein; plasma membrane; membrane; transport	10436947	potassium voltage-gated channel, Isk-related subfamily, gene 2	Kcne2	2.04	up	0.035
glycoprotein; plasma membrane; membrane; transport	10495712	ATP-binding cassette, sub-family A (ABC1),member 4	Abca4	2.04	up	0.029
glycoprotein	10440091	collagen, type VIII, alpha 1	Col8a1	2.01	up	0.021
plasma membrane; membrane; transport	10436958	chloride intracellular channel 6	Clic6	1.98	up	0.003
glycoprotein; plasma membrane; membrane	10600024	G-protein-coupled receptor 50	Gpr50	1.95	up	0.050
plasma membrane; membrane	10602033	claudin 2	Cldn2	1.94	up	0.023
glycoprotein; plasma membrane; membrane	10428619	ectonucleotide pyrophosphatase/phosphodiesterase 2	Enpp2	1.92	up	0.031
glycoprotein; membrane; transport	10362104	solute carrier family 2 (facilitated glucosetransporter), member 12	Slc2a12	1.91	up	0.016
glycoprotein; plasma membrane; membrane	10456005	CD74 antigen	Cd74	1.87	up	0.021
glycoprotein; plasma membrane; membrane	10506301	leptin receptor	Lepr	1.86	up	0.034
glycoprotein; plasma membrane; membrane	10450154	histocompatibility 2, class II antigen A, alpha	H2-Aa	1.85	up	0.019
glycoprotein; plasma membrane; membrane	10466606	annexin A1	Anxa1	1.85	up	0.023
glycoprotein; plasma membrane; membrane	10381962	angiotensin I _raline_ne enzyme(peptidyl-dipeptidase A) 1	Ace	1.81	up	0.016
glycoprotein; membrane	10423049	prolactin receptor	Prlr	1.76	up	0.035
glycoprotein	10357870	_raline arginine-rich end leucine-rich repeat	Prelp	1.69	up	0.048
glycoprotein; plasma membrane; membrane	10362896	CD24a antigen	Cd24a	1.68	up	0.044
glycoprotein	10542993	paraoxonase 3	Pon3	1.66	up	0.036
plasma membrane; membrane; transport	10532839	transient receptor potential cation channel,subfamily V, member 4	Trpv4	1.65	up	0.039
glycoprotein; plasma membrane; membrane; transport	10538459	aquaporin 1	Aqp1	1.61	up	0.040
membrane	10422728	disabled homolog 2 (Drosophila)	Dab2	1.59	up	0.026
membrane	10373588	retinol dehydrogenase 5	Rdh5	1.58	up	0.015
glycoprotein	10344897	sulfatase 1	Sulf1	1.57	up	0.034
glycoprotein	10541354	alpha-2-macroglobulin	A2m	1.52	up	0.048
glycoprotein; membrane	10511180	matrix-remodelling associated 8	Mxra8	1.52	up	0.006
glycoprotein; membrane	10584653	C1q and tumor necrosis factor related protein 5	C1qtnf5	1.51	up	0.028
glycoprotein	10536220	collagen, type I, alpha 2	Col1a2	1.5	up	0.034
glycoprotein; plasma membrane; membrane; transport	10366391	potassium voltage gated channel, Shaw-related subfamily, member 2	Kcnc2	1.54	down	0.030

1 Abbreviation: FC, fold change.

**Table 4:** Genes included in functional annotation clusters in gene group of acutely stressed 5-HTT *KO* vs. *WT* mice as acquired by DAVID tool.

Cluster	Transcript	Gene Title	Symbol	FC^1^	P-Value
cilium; cell projection part	10567452	dynein, axonemal, heavy chain 3	Dnahc3	2.84	0.009
cilium; cell projection part	10362472	radial spoke head 4 homolog A (Chlamydomonas)	Rsph4a	1.99	0.010
calcium ion binding; cilium	10466606	annexin A1	Anxa1	1.85	0.030
calcium ion binding	10374777	epidermal growth factor-containing fibulin-like extracellular matrix protein 1	Efemp1	1.74	0.036
calcium ion binding	10399943	RIKEN cDNA 1110049B09 gene; Cadherin-like protein 28	CDHR3	1.74	0.037
cilium; cell projection part	10362896	CD24a antigen	Cd24a	1.70	0.008
calcium ion binding	10402211	fibulin 5	Fbln5	1.67	0.007
cilium; cell projection part	10494684	sperm associated antigen 17	Spag17	1.65	0.003
calcium ion binding	10457640	S100 calcium binding protein A11 (calgizzarin)	S100a11	1.61	0.047
calcium ion binding	10547227	ret proto-oncogene	Ret	1.59	0.006
calcium ion binding; cilium; cell projection part	10437629	glutamate receptor, ionotropic, NMDA2A (epsilon 1)	Grin2a	1.85	0.038
calcium ion binding	10423230	cadherin 9	Cdh9	1.84	0.023
calcium ion binding	10485745	anoctamin 3	Ano3	1.73	0.001
calcium ion binding	10532956	calcium binding protein 1	Cabp1	1.58	0.009
calcium ion binding; cilium	10430297	parvalbumin	Pvalb	1.58	0.036
upregulated in *KO*:					
cilium	10567452	dynein, axonemal, heavy chain 3	Dnahc3	2.84	0.009
cilium	10362472	radial spoke head 4 homolog A (Chlamydomonas)	Rsph4a	1.99	0.010
cilium	10466606	annexin A1	Anxa1	1.85	0.030
cilium	10362896	CD24a antigen	Cd24a	1.70	0.008
cilium	10494684	sperm associated antigen 17	Spag17	1.65	0.003
upregulated in *WT*:					
cation binding	10437629	glutamate receptor, ionotropic, NMDA2A (epsilon 1)	Grin2a	1.85	0.038
cation binding	10423230	cadherin 9	Cdh9	1.84	0.023
cation binding	10386705	ring finger protein 112	Zfp179	1.75	0.022
cation binding	10485745	anoctamin 3	Ano3	1.73	0.001
cation binding	10556381	microtubule associated monoxygenase, calponinand LIM domain containing 2	Mical2	1.69	0.047
cation binding	10532956	calcium binding protein 1	Cabp1	1.58	0.009
cation binding	10430297	parvalbumin	Pvalb	1.58	0.036
cation binding	10554819	malic enzyme 3, NADP(+)-dependent, mitochondrial	Me3	1.57	0.010
cation binding	10382321	potassium inwardly-rectifying channel, subfamily J, member 2	Kcnj2	1.54	0.019
cation binding	10416800	LIM domain only 7	Lmo7	1.51	2.0E−005
cation binding	10427389	pol polyprotein	LOC280487	1.5	0.014

1 Abbreviation: FC, fold change.

**Table 5:** Genes included in KEGG pathways identified in different gene groups related to condition (*acute stress* or *control*) and 5-HTT genotype (*WT* or *KO*) acquired by DAVID tool.

Group - KEGG pathway (relevance parameter)	Transcript	Gene Title	Symbol	FC^1^	Effect	P-Value
*WT stress* vs. *con* - Axon guidance (Gene Count in %: 7.9; EASE score: 0.036)						
	10440344	roundabout homolog 2 (Drosophila)	Robo2	1.79	up	0.014
	10519747	sema domain, immunoglobulin domain (Ig), shortbasic domain, secreted	Sema3e	1.77	up	0.025
	10375175	slit homolog 3 (Drosophila)	Slit3	1.57	up	0.012
*WT stress* vs. *con* - Calcium signaling pathway (Gene Count in %: 7.9; EASE score: 0.066)						
	10461143	cholinergic receptor, muscarinic 1, CNS	Chrm1	1.87	up	0.011
	10437629	glutamate receptor, ionotropic, NMDA2A (epsilon 1)	Grin2a	1.8	up	0.038
	10561561	ryanodine receptor 1, skeletal muscle	Ryr1	1.58	up	0.019
*stress KO* vs. *WT* - Neuroactive ligand-receptor interaction (Gene Count in %: 4.4; EASE score: 0.024)						
	10464030	adrenergic receptor, alpha 2a	Adra2a	1.91	up	0.002
	10366707	arginine vasopressin receptor 1A	Avpr1a	1.63	up	0.028
	10437629	glutamate receptor, ionotropic, NMDA2A (epsilon 1)	Grin2a	1.85	down	0.038
	10461143	cholinergic receptor, muscarinic 1, CNS	Chrm1	1.71	down	0.005
*stress KO* vs. *WT* - Calcium signaling pathway (Gene Count in %: 3.3; EASE score: 0.075)						
	10366707	arginine vasopressin receptor 1A	Avpr1a	1.63	up	0.028
	10437629	glutamate receptor, ionotropic, NMDA2A (epsilon 1)	Grin2a	1.85	down	0.038
	10461143	cholinergic receptor, muscarinic 1, CNS	Chrm1	1.71	down	0.005
*con KO* vs. *WT* - Ribosome (Gene Count in %: 13.3; EASE score: 0.016)						
	10562320	predicted gene, ribosomal protein L21 pseudogene	Gm12618	1.5	up	0.012
	10466923	ribosomal protein L26///L26 pseudogene///ENSMUSG00000063754	Rpl26	1.53	up	3.4E−04
	10567211	predicted gene, EG668485	EG668485	1.52	up	1.0E−04

1 Abbreviation: FC, fold change.

Highest enrichment scores combined with highest gene coverage were detected in the four clusters glycoprotein, plasma membrane, membrane, and transport in *KO* mice after acute stress (*KO stress* vs. *con*), comprising on average 35% of all genes in this group (10–62% in single enrichment terms; Table 1). 

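The 7 genes named here for secretion, transport or hormone reception, among them genes highly expressed in the choroid plexus, had higher means in KO stress than in KO con, and all but Prlr met the study's criterion with limma's p. The study named them on these arrays, and no list of such genes was tested. Ttr, which carries thyroxine and retinol in cerebrospinal fluid, was 11.61 ± 1.43 (SD, n = 5) in KO stress and 9.04 ± 1.50 in KO con (log2 difference 2.57, SE 1.22, exact permutation p = 0.0317). Kl, a co-receptor of fibroblast growth factor 23, was higher by 1.79 (SE 0.67, exact permutation p = 0.0159). In all 5 KO stress arrays the chloride channel gene Clic6 (0.99, SE 0.43) and Ace, which forms angiotensin II (0.86, SE 0.39), lay above all KO con arrays (exact permutation p = 0.00794 for each). The leptin receptor Lepr was higher by 0.90 (exact permutation p = 0.0159) and Anxa1, a phospholipid-binding regulator of inflammation, by 0.88 (exact permutation p = 0.0238). The prolactin receptor Prlr had a difference of 0.81 (exact permutation p = 0.0238, limma p = 0.101) and met the study's criterion with the methods' t-test but not here.

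**Figure D3:**
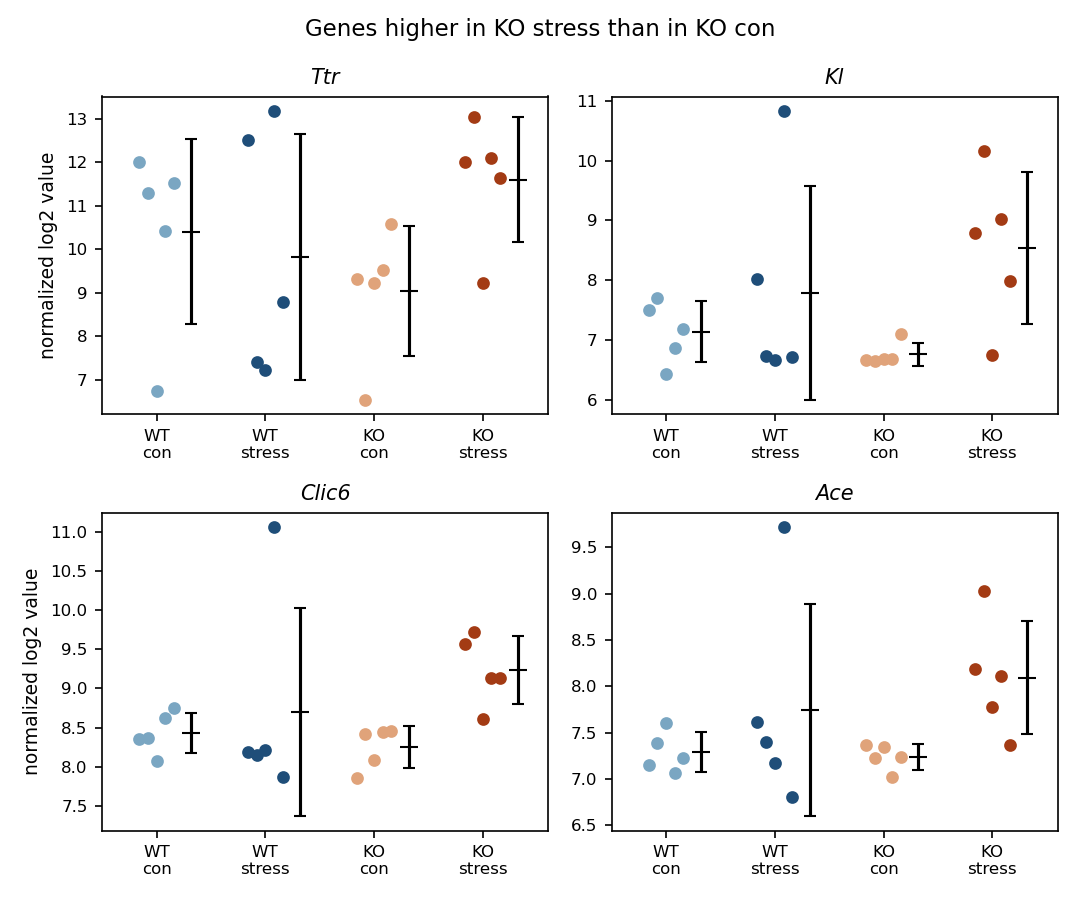
Normalized log2 values of Ttr, Kl, Clic6 and Ace (y axes) in the 4 groups of 5 arrays (x axes). Points are single arrays and bars are the mean ± SD. For Clic6 and Ace all 5 KO stress arrays lie above all 5 KO con arrays, and WT stress replicate 4 is at 11.06 and 9.72.

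Choroid plexus genes that the study had not listed varied with this group. Their score was 0.22 ± 0.39 (SD, n = 5) in KO stress and -0.23 ± 0.09 in KO con (exact permutation p = 0.0238, adjusted p = 0.413 over the cell type scores and 0.275 over 104 score tests). Over all 20 arrays, after subtracting group means, the score of the KO list of Table S1 followed it closely (r = 0.991, permutation p = 2.00e-05, adjusted over 5 relations 5.00e-05). Spearman's rho was 0.941 (permutation p = 1e-05, the smallest possible), and r was 0.948 without KO stress replicate 2 and WT stress replicate 4. The score of meninges and fibroblasts was related less closely to the list (r = 0.452, permutation p = 0.0319, adjusted p = 0.0399). Its Spearman's rho was 0.517 (permutation p = 0.0376, adjusted p = 0.0470), and r was 0.438 without KO stress replicate 2 and WT con replicate 3.

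**Figure D4:**
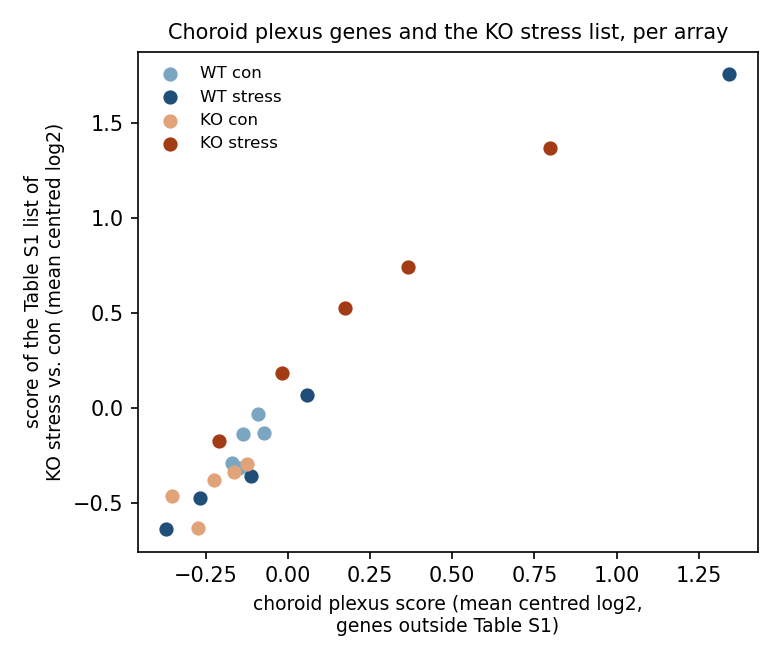
Score of choroid plexus genes that the study had not listed (x axis, mean centred log2 value) and score of the KO list of Table S1 (y axis, the same unit) in the 20 arrays. Points are single arrays, and WT stress replicate 4 is highest on both axes, at 1.34 on the x axis.

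In limma all of these genes had an adjusted p of 1, and the interaction of genotype and stress had a permutation p of 0.106 for Ttr, 0.285 for Kl, 0.1 for Anxa1, 0.304 for Clic6 and 0.528 for Ace. With the choroid plexus score as a covariate Ttr was at 1.07 (SE 1.04) and Anxa1 at 0.59 (SE 0.35) (SE 0.35 before), both losing the call by p, and Ace at 0.18 (SE 0.18), Clic6 at 0.25 (SE 0.21) and Lepr at 0.34 (SE 0.32) (SE 0.41 before) lost it by fold and p. With the meninges score Kl, at 1.37 (SE 0.73), Ttr, at 2.41 (SE 1.38), and Clic6, at 0.92 (SE 0.49), lost it by p, and Anxa1, at 0.36 (SE 0.26), Ace, at 0.49 (SE 0.40), and Lepr, at 0.21 (SE 0.25), by both. The choroid plexus, cilia and pallial scores together ended the calls of Ttr (1.07, SE 1.12) and Anxa1 (0.61, SE 0.33) by p and Ace (0.25, SE 0.16), Clic6 (0.21, SE 0.21) and Lepr (0.43, SE 0.33) by fold and p. Without KO stress replicate 2 none of Kl (1.38), Anxa1 (0.67), Ace (0.62), Clic6 (0.86), Lepr (0.59) and Ttr (2.21) met it. Further calls were lost by Anxa1 without KO con replicate 2 (0.75), by Clic6 without KO con replicate 1 (0.89), KO con replicate 3 (0.94) or KO stress replicate 1 (0.90), by Lepr without any of 6 further KO arrays (0.80 to 0.93), by Ace without any of 9 further arrays (0.80 to 0.89) and by Ttr without any of 12 further arrays (1.94 to 2.69).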

At the same time a great overlap existed between these four clusters with about two third of genes included in at least two different clusters (23 of 36 genes) and nearly half of the genes in at least three different clusters (16 of 36 genes; Table 3). Examples of genes in this category were transthyretin (Ttr), klotho (Kl), annexin A1 (Anxa1), angiotensin I converting enzyme 1 (Ace), as well as different channels and receptors like chloride intracellular channel 6 (Clic6), leptin receptor (Lepr) or prolactin receptor (Prlr).

In the direct 5-HTT genotype comparison after acute stress, *stress KO* vs. *WT*, a lower gene coverage of clusters was detected (3–12% in single enrichment terms; Table 1). The first cluster calcium ion binding represented genes like Anxa1, Cdh9, Cabp1, Pvalb, and S100 calcium binding protein A11 (S100a11). 

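Calcium-binding genes of this cluster went both ways between stressed KO and WT mice. S100a11, a small calcium-binding protein, was 8.38 ± 0.61 (SD, n = 5) in KO stress and 7.69 ± 0.25 in WT stress (log2 difference 0.69, exact permutation p = 0.0317), and Anxa1 was higher in KO stress by 0.89 (SE 0.35, exact permutation p = 0.0476). Lower in KO stress were Cdh9, with a difference of -0.88 (SE 0.26, exact permutation p = 0.0238), and Cabp1 with -0.66, in all 5 arrays (exact permutation p = 0.00794). Pvalb had a difference of -0.66 (exact permutation p = 0.0317, limma p = 0.0946) and met the study's criterion with the methods' t-test but not here. These differences rest on the same WT stress arrays as the WT response of the genes, and their adjusted p from limma lay at 0.53 or above.
With the meninges score as a covariate Anxa1, at 0.53 (SE 0.25), lost its call by the fold and S100a11 from 0.69 (SE 0.28) to 0.43 (SE 0.22) by fold and p, as did Cabp1 from -0.66 (SE 0.28) to -0.53 (SE 0.26) with the pallial score. The 3 scores of choroid plexus, cilia and pallial neurons ended the calls of S100a11 (0.59, SE 0.32) by p and Cabp1 (-0.18, SE 0.22) by fold and p. S100a11 lost its call without WT stress replicate 1 (0.60), KO stress replicate 2 (0.50) or KO stress replicate 4 (0.55), Anxa1 without WT stress replicate 3 (0.74) or KO stress replicate 2 (0.67), and Cabp1 without WT stress replicate 1 (-0.55), KO stress replicate 2 (-0.60) or KO stress replicate 5 (-0.54).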

The greatly overlapping second and third clusters cilium and cell projection part represented genes, like dynein, axonemal, heavy chain 3 (Dnahc3), radial spoke head 4 homolog A (Rsph4a), Anxa1, Grin2a and Pvalb (Table 4). Of these, genes of the cluster cilium like Dnahc3, Rsph4a, or Anxa1 were upregulated in *KO* mice while genes of the cluster cation binding/calcium ion binding like Grin2a, Cdh9, Cabp1, or Pvalb were upregulated in *WT* mice (Table 4). 

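Genes of motile cilia had higher values in stressed KO than in stressed WT mice, including genes that the study had not named. The axonemal dynein gene Dnahc3 was 7.50 ± 0.47 (SD, n = 5) in KO stress and 5.99 ± 0.86 in WT stress, in all 5 arrays (log2 difference 1.50, SE 0.57, exact permutation p = 0.00794). Rsph4a, a radial spoke protein, was 7.88 ± 0.24 (SD, n = 5) and 6.88 ± 0.62 (exact permutation p = 0.0159). Of 47 measured genes of motile cilia and ependyma that the study had not listed, 46 were higher in KO stress (median log2 difference 0.37), among them Ccdc153 (0.88, exact permutation p = 0.0794). The score of the 47 genes had an exact permutation p of 0.103 against WT stress and 0.159 against KO con. The list did not pass fry after adjustment (adjusted p = 0.781), with 4 members at an unadjusted p under 0.05, and 46 of 47 were also higher in KO stress than in KO con (median 0.35). Without WT stress replicate 3 the median against WT stress was 0.24 (43 of 47 higher), and without KO con replicate 1 the median against KO con was 0.22 (44 of 47). In WT stress against WT con 10 of the 47 were higher (median -0.13), and Dnahc3 was at 7.02 in WT con. This WT median was 0.02 (27 of 47 higher) without WT stress replicate 3, -0.23 without WT stress replicate 4, -0.21 without WT con replicate 1, -0.05 without WT con replicate 5 and -0.07 without WT stress replicate 1, WT stress replicate 2 or WT con replicate 2.
Over the 20 arrays, after subtracting group means, the score of the cilium genes of Table 4 followed that of the unlisted cilia genes (r = 0.927, permutation p = 1e-05, the smallest possible, adjusted over 5 relations 5.00e-05). Spearman's rho was 0.902 (permutation p = 1e-05), and r was 0.920 without KO con replicate 1 and WT stress replicate 4. With the choroid plexus, cilia and pallial scores as covariates Dnahc3, at 0.40 (SE 0.23), lost its call by fold and p, and Rsph4a from 1.00 (SE 0.34) to 0.34 (SE 0.14) by the fold. Without WT stress replicate 3 Dnahc3 (1.17) lost it as well. The choroid plexus score ended the call of Ccdc153 (from 0.88, SE 0.42, to 0.82, SE 0.40) by p and the meninges score that of Ccdc153 (0.91, SE 0.45) by p. The choroid plexus, cilia and pallial scores together also ended it (0.11, SE 0.10) by fold and p, but Ccdc153 is itself a member of the cilia score. Ccdc153 lost its call without any of 12 arrays (0.57 without WT stress replicate 3), and limma's adjusted p was 0.53 for all 3 genes.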

Pathway analysis slightly supported these results disclosing two highly overlapping KEGG pathways, neuroactive ligand-receptor interaction and calcium signaling pathway, that comprised the genes adrenergic receptor alpha 2a (Adra2a), arginine vasopressin receptor 1A (Avpr1a), cholinergic receptor, muscarinic 1, CNS (Chrm1) and Grin2a (Table 5). The first two, Adra2a and Avpr1a, were found upregulated in *KO* mice, the latter two, Chrm1 and Grin2a in *WT* mice after the acute stress.

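Of the 4 receptor genes of this pathway, those of noradrenaline and vasopressin had higher values in stressed KO mice and those of acetylcholine and glutamate lower ones. Adra2a, an adrenergic autoreceptor that restrains transmitter release, was 7.53 ± 0.36 (SD, n = 5) in KO stress and 6.60 ± 0.28 in WT stress, in all 5 arrays (log2 difference 0.94, SE 0.30, exact permutation p = 0.00794). Avpr1a was higher by 0.70 (SE 0.31), in 4 of 5 arrays above all WT stress arrays (exact permutation p = 0.0159). Chrm1 had a difference of -0.77 (SE 0.28), with all KO stress arrays below all WT stress arrays (exact permutation p = 0.00794). For Grin2a it was -0.89 (SE 0.28, exact permutation p = 0.0397). The WT stress arrays are those in which Adra2a was lower, and Chrm1 and Grin2a higher, than in WT con. Avpr1a also had a lower mean in WT stress (7.03) than in WT con (7.59), by -0.57 (exact permutation p = 0.103, -0.38 without WT stress replicate 1), and the KO stress mean lay above that of KO con by 0.25 (0.04 without KO con replicate 1, 0.49 without KO con replicate 4 and 0.10 without KO con replicate 5 or KO stress replicate 5). Limma's adjusted p was 0.53 for Adra2a and 0.53 for Avpr1a. Avpr1a did not meet the study's criterion without WT stress replicate 1 (0.51), WT stress replicate 5 (0.69) or KO stress replicate 5 (0.55), nor without both arrays that stand apart. With the pallial score as a covariate it was at 0.62 (SE 0.32) and lost its call by p. The choroid plexus, cilia and pallial scores together ended the calls of Adra2a (0.65, SE 0.32) by p and Avpr1a (0.23, SE 0.29) and Chrm1 (-0.31, SE 0.19) by fold and p.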

In contrast to all these findings related to direct 5-HTT genotype comparison after acute stress, the control condition revealed only minor differences between the *WT* and *KO* mice (*con KO* vs. *WT*). While no functional cluster could be identified in the small group of only 15 differentially regulated genes (Table 1), KEGG pathway analysis discovered the term ribosome, which included three predicted genes or pseudogenes, respectively (GM12618, EG668485, and ribosomal protein L26 pseudogene Rpl26; Table 5).

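The 3 ribosomal pseudogenes or predicted genes that the study names, picked on these arrays, had higher values in KO con than in WT con, while the genes of ribosomal proteins themselves lay on both sides of 0. Ribosomal pseudogenes as a class were not tested. EG668485 was 8.36 ± 0.08 (SD, n = 5) in KO con and 7.76 ± 0.17 in WT con, in all 5 arrays (log2 difference 0.60, SE 0.11, exact permutation p = 0.00794). Rpl26 was 8.46 ± 0.13 (SD, n = 5) and 7.84 ± 0.19, also in all 5 arrays (log2 difference 0.62, exact permutation p = 0.00794). Gm12618 was higher by 0.59 (SE 0.20, exact permutation p = 0.0159). Of 57 genes of ribosomal proteins, 31 had higher values in KO con (median 0.01, fry adjusted p = 0.948). Limma's adjusted p was 0.304 for EG668485, 0.599 for Rpl26 and 0.929 for Gm12618.
After quantile normalization none of the 3 pseudogenes met the study's criterion, and the meninges score as a covariate ended the calls of EG668485 (0.58, SE 0.10) and Gm12618 (0.56, SE 0.20) by the fold. Without WT con replicate 1 all 3 lost the call as well (EG668485 0.56, Rpl26 0.58, Gm12618 0.55). Without WT con replicate 3 EG668485 (0.56) and Rpl26 (0.55) did, EG668485 also without KO con replicate 1 (0.57), Rpl26 without KO con replicate 3 (0.57), and Gm12618 without WT con replicate 5 (0.49) or KO con replicates 2 (0.58), 4 (0.52) or 5 (0.53).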

### Validation of Microarray Results

For validation of the microarray results via quantitative real-time PCR genes Robo2, Cdh9, Ace, Anxa1, and Adra2a were chosen: Robo2 and Cdh9 as representatives of upregulation of functional groups, neurogenesis, axon guidance, and cation binding in *WT* mice after acute stress; Ace and Anxa1 as representatives of upregulation of functional groups, glycoprotein and membrane in *KO* mice after acute stress (Tables 2, 3, 5). Cdh9 and Anxa1 were also representatives of the cluster calcium ion/cation binding and cilium in the *KO* vs. *WT* group after stress as well as Adra2a of the pathway neuroactive ligand-receptor interaction (Tables 4, 5). Real-time PCR data confirmed the microarray data for all investigated genes as the direction of regulation was always identical between Affymetrix array and Taqman assay and resulted in similar fold change values in the above described comparisons. However, in two comparisons the genes Robo2 and Cdh9 did not reach significance in Taqman analysis in the group *WT stress* vs. *con* (for detailed results of all comparisons see supplemental Table S2).

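The 5 genes chosen for real-time PCR steer axons (Robo2), join synapses (Cdh9), form angiotensin II (Ace), regulate inflammation (Anxa1) or receive noradrenaline (Adra2a), and each was also measured in comparisons for which it was not chosen. Robo2, which met the study's criterion in WT mice, had a log2 difference of -0.27 between KO stress and KO con (0.03 without KO con replicate 1 and -0.45 without KO con replicate 4) and of -0.56 between KO stress and WT stress (exact permutation p = 0.00794, limma p = 0.0657). Cdh9 had -0.25 in KO mice (exact permutation p = 0.429, -0.38 to -0.05 without single KO arrays). Ace, higher in KO stress than in KO con, had 0.46 in WT mice (exact permutation p = 0.571) and 0.35 between the genotypes after stress. Without WT stress replicate 4, at 9.72, these were -0.04 and 0.84, and without WT stress replicate 5 0.69 and 0.12. The difference between the genotypes was also 0.21 without WT stress replicate 3, 0.12 without KO stress replicate 2 and 0.53 without KO stress replicate 5. Anxa1 had -0.03 in WT mice (exact permutation p = 0.96, -0.30 to 0.27 without single WT arrays). PCR values are not among the array values analysed here.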

## Discussion

Our study revealed that acute stress triggered immediate changes in the amygdala mRNA profiles compared to the control situation in mice. This is in line with an increasing number of studies reporting expression of genes as determinants for altered neuronal activity in the amygdala or other stress-related brain circuits following various stressors (e.g. [23], [24], [33], [34], [35]). A main finding of our study was, however, that even the very short period of only minutes was sufficient for a modified gene regulation leading to measurable changes in the genome-wide expression profiles. This time span resembles that expected for immediate-early or primary response genes (PRGs) that are induced within 5–10 min of stimulation and do not require *de novo* protein synthesis ([36], review by [37]). PRGs are expressed in the first wave of processes in response to stimulation and involve regulation of for example cellular differentiation, plasticity, transcription, signaling, metabolism, or transport [37], [38]. Concordant to this, our present gene lists also revealed axon guidance, calcium signaling, neuroactive ligand receptor interaction, neurogenesis, cation binding, glycoprotein, membrane, cilium, cell projection part, and transport as enriched pathways or functional clusters related to acute stress response. PRGs are described to be immediately followed by regulatory mechanisms involving transcriptional, mediator-dependent or signal-induced regulation as well as changes in chromatin architecture or microRNA down-regulation to control the commonly transient but sometimes also sustained PRG signaling [37]. By limiting the time span in our experiments from the onset of stress to completed amygdala dissection and RNA stabilization to only 9 min, assumedly most of the detected differentially expressed genes might belong to the group of PRGs and not to the subsequently expressed group of genes that controls them. This is unlike other studies that prepared tissue for RNA extraction at least half an hour after the onset of stress (e.g. [15], [24], [34], [35]) and therefore might disclose a mixture of transient and sustained PRGs together with “control genes”. 

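Classical immediate early genes, which neurons transcribe within minutes of stimulation, showed no shift as a group that passed a test in these amygdalae. Of 66 measured members of the list, 39 had higher values in WT stress than in WT con (median log2 difference 0.02, quartiles -0.04 and 0.17) and 49 in KO stress than in KO con (median 0.05). In WT mice the difference was -0.06 for Fos, 0.01 for Junb, 0.06 for Egr1, -0.03 for Arc, -0.03 for Npas4 and 0.33 for Nr4a1, genes of the first transcriptional response to activity that were named beforehand for this test. Plk2, an activity-induced kinase of synapses, was higher in WT stress by 0.81 (SE 0.25, exact permutation p = 0.0159), and Ptgs2, the inducible cyclooxygenase, by 1.16 (exact permutation p = 0.0635). The interaction of genotype and stress for Plk2, named for its WT response on the same arrays, had a permutation p of 0.0166, with the lower response in KO mice. For Ptgs2 it was -1.18 (permutation p = 0.0931). Sik1, which the study lists as higher in stress KO vs. WT, went the other way, with the higher response in KO mice (0.82, permutation p = 0.0260).
Of the list, 3 members (Plk2, Ptgs2 and Nr4a3) met the study's criterion in WT mice and 0 in KO mice. In the WT comparison 5 members were higher and 1 lower at an unadjusted p under 0.05 from limma, and in KO mice none. No member passed the adjustment over all genes or over the list alone, and fry gave the list an adjusted p of 0.892 in WT and in KO mice. With the WT replicate numbers as a block, a fit that leaves out the KO arrays, the fold of Ptgs2 stayed the same. Its SE was 0.56 with the block and 0.44 before, which ended its call by p. Ptgs2 was not called by the methods' t-test without the pairing either. With the pallial score as a covariate it was at 0.39 (SE 0.26) and lost the call by fold and p. Without WT stress replicate 4 (0.86) or 5 (0.95) it lost it too. The choroid plexus, cilia and pallial scores together ended the calls of Plk2 (0.44, SE 0.21) and Ptgs2 (0.25, SE 0.23) by fold and p.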

Our study hereby revealed a different and new set of PRGs involved in the mediation of acute stress in mice. However, further studies are needed to elucidate potentially regulatory mechanisms following the first wave of response to the acute stressor of 1 min exposure to water used here.

Another main finding of our study was that distinct differences existed between mice of the used 5-HTT model (on C57BL/6J background) in a genotype-dependent manner. Importantly, we could confirm previously described differences in anxiety-related behavior and activity between our *WT* and *KO* mice by means of testing in the EPM. This underlines the functional consequences of the gene deletion in challenging situations in the experimental animals. In contrast, we demonstrated that basal corticosterone titers measured under non-stressed conditions did not differ between genotypes, indicating comparable functioning of the hypothalamo-pituitary-adrenocortical stress axis. Corticosterone stress hormone concentrations were expected to increase with a delay of at least 3 min [39]. Albeit not significantly different from basal values, we found a tendency for increased corticosterone titers already within 160 sec related to the acute stress. Corticosteroid-binding globulin may regulate availability of free floating plasma corticosterone and thus provide a mechanism to provide corticosterone immediate after the onset of a stressor [40]. The highest corticosterone titers were found in stressed *KO* mice which are, in accordance with increased anxiety, possibly more primed to expect stressful situations.

In addition, different expression profiles were detected between *WT* and *KO* mice after acute stress without any overlap in the respective gene lists indicating different ways of stress response dependent on 5-HTT protein level. This is consistent with an increasing number of studies revealing altered stress response and coping abilities in 5-HTT *KO* mice compared to their wild-type counterparts (e.g., [13], [14], [15], [16]) and also with our finding of different anxiety-related behavior in the challenging situation of the EPM (mentioned above). 

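Genes with high differences after stress in WT mice were also compared with KO mice. Tested as an interaction of genotype and stress, Cdh9 had a value of -1.30 (permutation p = 0.00374), Jph1 of -1.05 (permutation p = 0.0155) and Nr4a3 of -1.02 (permutation p = 0.0262), each with the higher response in WT mice. Prdm8, Ptgs2 and Neurod6, with larger WT differences, had values of -1.02 (permutation p = 0.0832), -1.18 (permutation p = 0.0931) and -1.44 (permutation p = 0.140). These genes were named for their WT response on the same arrays, which favours a lower response in KO mice, so that the p-values are not independent evidence of a difference. Cd74, named for its response in KO mice, had an interaction of 0.89 (permutation p = 0.0583). Among the lists fixed by symbol, cilia and ependyma genes had the higher response in KO mice for 45 of 47 members (median interaction 0.45, fry adjusted p = 0.781), and pallial neuron genes had the lower response in all but 5 of 28 members (median -0.33, -0.18 without KO con replicate 1, fry adjusted p = 0.781). Meningeal genes had the higher response in KO mice for 27 of 29 members (median 0.55, 0.31 without WT con replicate 3 and 0.27 without KO stress replicate 2, fry adjusted p = 0.892). Endothelial genes had it for 17 of 18 (median 0.16, 0.01 without WT con replicate 3, 0.04 without KO stress replicate 2 and 0.26 without WT con replicate 1). Of 25 striatal genes 3 and of 17 microglia genes 2 had the higher response in KO mice (medians -0.37 and -0.12). Without single arrays the striatal median lay between -0.67 (WT con replicate 1) and -0.20 (WT con replicate 5), moved over 1.5 times also by WT stress replicates 3, 4 and 5 and KO stress replicate 5, and the microglia median was -0.22 without WT stress replicate 1, -0.08 without WT stress replicate 2 and -0.03 without KO con replicate 1.
Over all genes, 724 probe sets had an unadjusted interaction p under 0.05, 202 with the higher and 522 with the lower response in KO mice, where 1438 are expected by chance. None passed limma's adjustment, and 170 had a p under 0.05 with a fold over 1.5. From the absence of shared genes between the WT and KO lists after stress, the paper proposes that the way of responding to stress depends on the level of 5-HTT protein. From the functions described for axon guidance and calcium-related genes it then proposes that the WT response involves neuroplasticity that prepares the mice for later stress.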

Further, in the present study different pathways and functional clusters were detected in *WT* and *KO* mice that are discussed in detail below.

### Response to Acute Stressor in 5-HTT *WT* Mice

Axon guidance/neurogenesis was found enriched only in *WTs* after acute stress, including members of the Slit/Robo family (Slit3, Robo2) and the semaphorins and receptors family (Sema3e). These candidates are assumed to play a role not only in axonal pathfinding and neuronal migration during brain development [41], [42] but also in neuroanatomical connectivity of functional interacting brain regions in the adult brain [43]. In addition, genes of the functional pathways or clusters calcium signaling and calcium/cation binding like Grin2a, Nr4a2, Nr4a3, Chrm1, Ryr1, Cabp1, or Pvalb were upregulated in acutely stressed *WTs*. Several of these genes were shown to be related to spatial memory or memory formation (e.g., Grin2a [44], Nr4a2 [45], Ryr1 [46]). Further the calcium signaling pathway on the whole has been implicated in adaptive responses to synaptic activity, synaptic plasticity, and long-lasting changes in synaptic efficacy and memory (recent review by [47]). Rapid upregulation of all these genes – comprising about 50% of the sum of genes differentially regulated in our stressed *WTs* (20 of 38 genes) – might therefore reflect processes that mediate adaptation to stress involving neuroplasticity to prepare the individuals for future stressful events also in our *WT* mice. This is in line with findings in C57BL/6J mice showing an effective mobilization of plasticity genes in the amygdala which corresponded to an active behavioral response to repeated restraint stress [27].

Beside this group of genes several other appear noticeable, in particular Ntng2 and Adra2a, that were both involved in stress response, but in a somehow unexpected way. Ntng2 knockout mice performed normally in a behavioral test battery and indicated no sign of any overarching defects in the inner ear or auditory nerve but did not startle to an acoustic stimulus [48]. Increased expression of Ntng2 as observed in our *WTs* after acute stress in turn therefore might reflect the preparation of the organism to an increased startle response after an acute stressor which resembles a sensitization or increased arousal or fear. A comparable conclusion can be drawn for Adra2a that modulates synaptic transmission via inactivation of adenyl cyclase and decrease of cAMP in response to catecholamines in neuronal circuits that are correlated with stress *in vivo* [49]. 

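Ntng2, a netrin that anchors to the neuronal membrane, had higher values after stress in WT mice and Adra2a, an autoreceptor of noradrenergic terminals, lower ones. The log2 difference of Ntng2 was 0.77 (SE 0.19), with 4 of 5 stressed WT mice above all WT controls (exact permutation p = 0.0159). Adra2a was 6.60 ± 0.28 (SD, n = 5) in WT stress and 7.29 ± 0.59 in WT con, a difference of -0.69 (SE 0.30, exact permutation p = 0.0556). The response differed between the genotypes by an interaction of -0.74 for Ntng2 (permutation p = 0.0201) and of 1.09 for Adra2a (permutation p = 0.0276). The study chose both genes on the same arrays, which favours such a difference.
With the pallial neuron score as a covariate Ntng2, at 0.47 (SE 0.14), lost its call by the fold, and Adra2a, at -0.69 (SE 0.34), by p. With the scores of choroid plexus and cilia added, the calls of Ntng2 (0.39, SE 0.14) by the fold and Adra2a (-0.53, SE 0.33) by fold and p ended. Adra2a also lost its call without WT con replicate 3 (-0.53), WT con replicate 4 (-0.57) or WT stress replicate 1 (-0.57), the last of which was the lowest of its group at 6.11.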

A rapid downregulation as observed in our stressed *WTs* probably reduces these inhibitory effects, resulting in an enhanced neurotransmitter release and therefore a more vigorous arousal or fear and stress reaction. Both candidates therefore seem to strengthen or prolong the response to the acute stressor which might reflect an adaptive way adopted by the *WTs* that might be related with or even necessary for upregulation and mobilization of genes needed for plasticity. Support for this hypothesis comes from studies demonstrating gene expression opposite to that observed in our *WT* mice only in conjunction with pathophysiology: decreased Ntng2 mRNA expression in schizophrenia and bipolar disorder [50] and increased Adra2a expression after chronic psychosocial stress as trigger for depression [51]. However, future studies are required to shed more light on this speculative aspect.

### Response to Acute Stressor in 5-HTT *KO* Mice

In *KO* mice functional pathways/clusters neuroactive ligand receptor interaction, glycoprotein, membrane, transport, cilium, and cell projection were found enriched after acute stress, including genes like Grin2a, Chrm1, Cabp1, Pvalb, Ttr, Kl, Clic6, Prlr, Ace, Adra2a, and Anxa1. For the first four genes, all involved in calcium signaling, a lack of immediate upregulation was observed compared to stressed *WT* mice, leading to the assumption of reduced calcium signaling processes. 

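Over all KO arrays none of Grin2a, Chrm1, Cabp1 and Pvalb, a receptor of glutamate, a receptor of acetylcholine and 2 calcium-binding proteins, had a higher mean after stress. Between KO stress and KO con the log2 difference was -0.19 for Grin2a, -0.15 for Chrm1, -0.20 for Cabp1 and -0.78 for Pvalb (exact permutation p = 0.460, 0.683, 0.683 and 0.151, adjusted p = 1 from limma). Pvalb met the study's criterion with limma's p as lower in KO stress, a call lost without any of 14 arrays (-1.05 to -0.46 without single arrays). Without KO con replicate 1 Chrm1 (0.09) and Cabp1 (0.09) had the higher mean after stress and Grin2a was at -0.004. Without other single arrays the value was -0.34 to -0.04 for Chrm1, lowest without KO con replicate 3 and highest without KO stress replicate 5, -0.35 for Cabp1 without KO con replicate 4 and -0.08 without KO stress replicate 5, and -0.10 for Grin2a without KO stress replicate 1. The difference between the genotypes, tested as an interaction, was -1.04 for Grin2a (permutation p = 0.0258), -1.05 for Chrm1 (permutation p = 0.0224), -0.87 for Cabp1 (permutation p = 0.0463) and -1.17 for Pvalb (permutation p = 0.0516). For Ryr1 it was -0.73 (permutation p = 0.0627). In limma none passed the adjustment over all probe sets. Of the 132 measured calcium signalling genes, 53 had the higher response in KO mice, 12 had an interaction at an unadjusted p under 0.05 and all 12 had the lower response in KO mice. These genes include Grin2a, Chrm1 and Ryr1, which the study picked on these arrays.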

Thereby *KO* mice might have a reduced ability to adapt to a stressor via neuroplasticity processes as it was supposed above for *WTs* [44], [47]. Alteration or dysfunction of processes involving plasticity and learning to cope with similar situations in the future might be related to maladaptive reactions and the transition to pathological emotion processing as reviewed recently [52], [53], [54]. This might be reflected by our data in two ways. First, several of the genes we identified as rapidly upregulated in acutely stressed *KO*s are concordant to genes upregulated in chronically stressed mice, e.g. Adra2a as mentioned above [51]. 

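Adra2a had its lowest group mean in stressed WT mice. Within KO mice the log2 difference of stress against con was 0.39 (limma p = 0.2, exact permutation p = 0.27), and the mean was 7.14 ± 0.65 (SD, n = 5) in KO con. The study's criterion was met between WT stress and WT con and between KO stress and WT stress, not between KO stress and KO con, where it was met without KO con replicate 4 (0.60). The choroid plexus, cilia and pallial scores as covariates ended the call in WT mice, Adra2a (from -0.69, SE 0.30, to -0.53, SE 0.33) by fold and p, and that between KO stress and WT stress, Adra2a (from 0.94, SE 0.30, to 0.65, SE 0.32) by p. The difference between KO stress and KO con was 0.24 without KO con replicate 1 and 0.23 without KO con replicate 5.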

Ttr, the top hit in our *KO* gene list with nearly six-fold upregulation is also the top hit in another study with six-fold upregulation after chronic stress in high analgesia (HA) vs. low analgesia mice [55]. Also Kl, Clic6, Prlr, and sclerostin domain containing 1 could be identified as similarly upregulated between the chronically stressed HA mice [55] and our acutely stressed *KO* mice. 

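Sostdc1, a secreted antagonist of BMP and Wnt signals, was higher in KO stress than in KO con by 1.44 on the log2 scale (SE 0.62), with 4 of 5 stressed KO mice above all controls (exact permutation p = 0.0238). Kcnj13, a potassium channel gene of the choroid plexus epithelium, was 8.89 ± 1.46 (SD, n = 5) in KO stress and 6.35 ± 0.57 in KO con, a difference of 2.54 (SE 0.87, exact permutation p = 0.0159). Enpp2, the enzyme that makes lysophosphatidic acid, was higher by 0.94 (exact permutation p = 0.0476). Igfbp2, which binds insulin-like growth factors, had a difference of 1.05 (exact permutation p = 0.0238, limma p = 0.0587) and met the study's criterion with the methods' t-test but not here.
With the choroid plexus score as a covariate Sostdc1, at 0.30 (SE 0.16), and Enpp2, at 0.32 (SE 0.20) (SE 0.37 before), lost their calls by fold and p. With the meninges score Kcnj13, at 1.71 (SE 0.87), Sostdc1, at 0.99 (SE 0.66), and Enpp2, at 0.73 (SE 0.40), lost them by p. The 3 scores of choroid plexus, cilia and pallial neurons ended the calls of Sostdc1 (0.28, SE 0.16) and Enpp2 (0.32, SE 0.21) by fold and p. Enpp2 lost its call without KO stress replicate 2 (0.73) and Sostdc1 without that array (0.98), KO con replicate 1 (1.32) or KO stress replicate 4 (1.37).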

5-HTT *KO* mice therefore appear to react already to an acute stressor in a comparable manner as HA mice react to chronic stress whereas no such overlap could be identified with our *WT* mice.

Ttr, a thyroid hormone-binding protein and carrier of thyroxin and retinol, was also demonstrated as top hit of amygdala genes upregulated after stress and fear in fear conditioning experiments in mice [56] and after chronic NMDA receptor antagonist treatment as model for schizophrenia in rats [57]. Thus, second, several of the genes we detected in stressed *KO* mice might indicate a possible connection with stress-related mental disorders in humans, such as anxiety disorders, depression, or schizophrenia. Indeed, polymorphisms in the Ace gene, which encodes a protein effecting blood pressure, cardiovascular and respiratory function, were shown associated with syndromal panic attacks [58] and elevated serum Ace activity and major depression [59]. Adra2a was found associated with HPA axis overdrive [60], symptoms of autonomic, sympathetic dysfunction [61], and its overexpression to be related with depression and suicidal events (review by [62]) and to be downregulated by antidepressant drug [63]. Kl was identified as rare risk candidate for schizophrenia [64] together with genes such as insulin-like growth factor binding protein 2 or ectonucleotide pyrophosphatase/phosphodiesterase 2, both upregulated in a rat model for schizophrenia [57]. Anxa1, a central player in anti-inflammatory and neuroprotective role of microglia was identified to be more strongly expressed in Alzheimer’s disease [65].

Taken together, upregulation of these genes seems to modify the pathophysiology in humans as well as to impair the way of stress response in our *KO* mice, in particular in combination with the above supposed reduced ability for neuroplasticity processes. This is in line with studies reporting indeed impaired coping abilities and stress adaptation in 5-HTT *KO* mice [13], [14], [15], [16], [66]. Fundamental for such altered processes seems the imbalanced serotonergic system with lowered 5-HTT protein levels in our *KO* mice. Whether this includes acute 5-HTT dysfunction at the time of the stressor or instead developmental differences due to targeted inactivation of 5-HTT function in *KO* mice or an intermixture of both remains unclear. However, developmental differences resulting in different morphology and physiology of the amygdala, e.g. altered dendritic morphology and spine density [12], [67] are most likely to also contribute to the distinct gene expression profile detected in our study. As described previously (review by [12]) also our EPM data indicated *KO* mice as showing more basal anxiety-like behavior compared to *WT* mice. Our study therefore revealed a new set of differentially regulated genes dependent on stressor and particularly 5-HTT genotype. Several of them reflect already known marker/candidate genes for stress-related psychiatric disorders whereas others might serve as new potential candidate genes for e.g. anxiety disorders, depression, or schizophrenia. Future studies however are needed to test for such presumable relations.

### Limitations

In the present study several limitations have to be considered. First of all, no other brain regions in addition to the amygdala were investigated that might have allowed to control the identified effects as relatively specific to the amygdala. In fact, several of the differentially expressed amygdala genes discussed above actually resembled findings from other corticolimbic emotion processing regions such as the prefrontal cortex (e.g., [55]). It is likely, therefore, that other regions are also involved in the appraisal of the stressor and in driving amygdala activity and gene expression, in particular the prefrontal cortex that is functionally tightly connected with the amygdala (e.g., [54]). However, focus on the amygdala might have allowed identifying first PRGs even after few minutes of acute stress response as it is described to produce the most expression changes compared to prefrontal cortex and hippocampus in C57BL/6J mice [27]. Further, no differentiation was performed between amygdala subregions and nuclei such as the basal and lateral amygdala and central amygdaloid or medial amygdaloid nucleus, although they are known to vary in their extrinsic and intra-amygdaloid connections and stress response (review by [33]). We decided to merge all parts as well as amygdalae from left and right hemisphere per mouse to gain enough material from each individual for one microarray-based transcriptome analysis, that is without the need to pool different animals. However, thereby we had to accept an intermixture and weakening of effects. In addition, although mice of both genotypes experienced similar life time events (e.g., weaning, group-housing prior to single housing, EPM), these events might have been perceived differentially depending upon the genotype. Thereby the observed differences may be primed by heightened state anxiety in the *KO* mice. Nevertheless, we identified overall low numbers of differentially regulated genes in the respective group comparisons that were lowest in the control condition (*KO* vs. *WT*: 15 genes) and highest in the genotype comparison after acute stress (90 genes). This might, admittedly, reflect a less optimal gene list as supposed by Huang et al. ([31], 100–2000 genes supposed as optimal), albeit it is in the range of other studies, e.g. Matsuoka et al. ([57], 39 genes). It might, in contrast, also reflect the high standardization of mice before and during the experiments and tissue preparation, that might have reduced or filtered out some of the “background-noise”. Supportive for this might be that several other aspects of our gene list indicate good quality as requested by Huang et al. [31]: many important or marker genes were detected, notable portions of differentially regulated genes are involved in certain interesting biological processes, a high proportion of enriched biology exists using DAVID analysis, and independent quantitative real-time PCR experiments confirmed the investigated marker genes. It should be noted further, that nearly no overlap existed in transcript profiles between our *WT* and *KO* mice, particularly after acute stress. Complete different ways of stress response therefore seem to be adopted dependent on 5-HTT genotype indicating adaptation processes via activated neuroplasticity in *WTs* and impaired plasticity but pathophysiology-related processes in *KO* mice. This is in line with C57BL/6J compared to DBA/2J mice in which stress affected almost entirely different sets of genes including plasticity-related ones in C57BL/6J [27]. Another possibility might be that *KO* and *WT* mice experienced the same acute stressor in different ways, for example with distinctly higher intensity in *KO* mice: The slightly increased corticosterone response in *KO* compared to *WT* mice after stress might serve as subtle hint for this. However, future studies identifying also the behavior during acute stress exposure as well as faster indicators of HPA axis activity (e.g., ACTH response) are needed to elucidate this aspect.

### Conclusions

Overall, time-limited procedure and microarray-based amygdala transcriptome analysis revealed a new set of genes differentially expressed in the first wave response of the amygdala to an acute stress condition in mice. Further, large differences in the mRNA profiles were detected between 5-HTT genotypes involving neuroplasticity and adaptation in *WT* mice but impaired plasticity and processes related to chronic stress and pathophysiology in *KO* mice. This indicates different coping styles dependent upon the availability of 5-HTT protein and accentuates the role of the serotonergic system in the different processing of stressors and threat in the amygdala as a core system of emotion processing. Moreover, several of the genes that we found to be differentially expressed immediate-early after the acute stress-inducing situation in mice might provide promising targets for future therapeutic interventions of stress-related disorders in humans like anxiety disorders or mood disorders.

## Supporting Information

Table S1 Gene list report of differentially regulated amygdala genes in mouse groups related to condition of acute stress or control (*stress* or *con*) and 5-HTT genotype (*WT* or *KO*).
(DOC) Click here for additional data file.

Table S2 Comparison between Array- and Taqman-based gene expression in the genes Robo2, Cdh9, Ace, Anxa1, and Adra2a, showing the direction of regulation (up- or down-regulated), fold changes (FC), and P-values in the group comparisons related to condition (*acute stress* or *control*) and 5-HTT genotype (*WT* or *KO*) of mice.
(DOC) Click here for additional data file.

# Supplementary material for: Effect of Acute Stressor and Serotonin Transporter Genotype on Amygdala First Wave Transcriptome in Mice
**Source:** PLoS One. 2013 Mar 11;8(3):e58880. doi: 10.1371/journal.pone.0058880
**Supplement:** Table S1 — Gene list report of differentially regulated amygdala genes in mouse groups related to condition of acute stress or control (stress or con) and 5-HTT genotype (WT or KO).

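The supplemental gene list gives, for each of 4 group comparisons, the transcript ID of the array, the gene, the fold change, its direction and an unadjusted p. It holds 186 transcripts, 38 for WT stress vs. con, 42 for KO stress vs. con, 16 for con KO vs. WT and 90 for stress KO vs. WT, Slc6a4 among the genotype comparisons. Recomputed from the deposited log2 values as 2 to the power of the difference of mean log2 values, all 186 folds lie within 0.005 of the listed ones. The methods' t-test with the study's thresholds gave 39, 43, 20 and 142 probe sets in the 4 comparisons, and these include all listed transcripts. Of the 52 further probe sets in stress KO vs. WT, 23 have no gene symbol and 27 belong to a gene already listed.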

**Supplemental Table S1.** Gene list report of differentially regulated amygdala genes in mouse groups related to condition of acute stress or control (*stress* or *con*) and 5-HTT genotype (*WT* or *KO*).

| Group | Transcript | Gene Title | Gene Symbol | Fold Change | Regulation | P-Value |
| --- | --- | --- | --- | --- | --- | --- |
| *WT stress vs. con* | 10586591 | carbonic anyhydrase 12 | Car12 | 2.88 | up | 0.032 |
|  | 10523483 | [PR domain containing 8](http://david.abcc.ncifcrf.gov/geneReportFull.jsp?rowids=458549) | prdm8 | 2.25 | up | 0.047 |
|  | 10485745 | anoctamin 3 | Ano3 | 2.09 | up | 0.006 |
|  | 10423230 | cadherin 9 | Cdh9 | 2.07 | up | 0.004 |
|  | 10374012 | RAS-like, family 10, member A | Rasl10a | 2.06 | up | 0.044 |
|  | 10504838 | nuclear receptor subfamily 4, group A, member 3 | Nr4a3 | 2.06 | up | 0.020 |
|  | 10353309 | junctophilin 1 | Jph1 | 2.04 | up | 0.032 |
|  | 10461143 | cholinergic receptor, muscarinic 1, CNS | Chrm1 | 1.87 | up | 0.011 |
|  | 10595094 | RIKEN cDNA 2310046A06 gene | 2310046A06Rik | 1.83 | up | 0.002 |
|  | 10556381 | microtubule associated monoxygenase, calponin and LIM domain containing 2 | Mical2 | 1.81 | up | 0.033 |
|  | 10437629 | glutamate receptor, ionotropic, NMDA2A (epsilon 1) | Grin2a | 1.8 | up | 0.038 |
|  | 10440344 | roundabout homolog 2 (Drosophila) | Robo2 | 1.79 | up | 0.014 |
|  | 10519747 | sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3E | Sema3e | 1.77 | up | 0.025 |
|  | 10407126 | polo-like kinase 2 (Drosophila) | Plk2 | 1.75 | up | 0.009 |
|  | 10482772 | nuclear receptor subfamily 4, group A, member 2 | Nr4a2 | 1.73 | up | 0.039 |
|  | 10572130 | lipoprotein lipase; similar to Lipoprotein lipase precursor (LPL) | Lpl | 1.72 | up | 0.027 |
|  | 10481349 | netrin G2 /// RIKEN cDNA 6530402F18 gene | Ntng2 | 1.7 | up | 0.003 |
|  | 10548940 | LIM domain only 3 | Lmo3 | 1.7 | up | 0.002 |
|  | 10495094 | RIKEN cDNA 6530418L21 gene | Fam212b | 1.69 | up | 0.015 |
|  | 10371296 | glycosyltransferase 8 domain containing 2 | Glt8d2 | 1.63 | up | 0.020 |
|  | 10607562 | connector enhancer of kinase suppressor of Ras 2 | Cnksr2 | 1.62 | up | 0.002 |
|  | 10568731 | retinoblastoma 1 | RB1 | 1.60 | up | 0.036 |
|  | 10532956 | calcium binding protein 1 | Cabp1 | 1.59 | up | 0.023 |
|  | 10561561 | ryanodine receptor 1, skeletal muscle | Ryr1 | 1.58 | up | 0.019 |
|  | 10375175 | slit homolog 3 (Drosophila) | Slit3 | 1.57 | up | 0.012 |
|  | 10510643 | pleckstrin homology domain containing, family G (with RhoGef domain) member 5 | Plekhg5 | 1.57 | up | 0.044 |
|  | 10526038 | matrix metallopeptidase 17 | Mmp17 | 1.55 | up | 0.032 |
|  | 10544660 | oxysterol binding protein-like 3 | Osbpl3 | 1.54 | up | 0.032 |
|  | 10435791 | ENSMUSG00000076372; microRNA 568 | Mir568 | 1.54 | up | 0.032 |
|  | 10514240 | solute carrier family 24 (sodium/potassium/calcium exchanger), member 2 | Slc24a2 | 1.54 | up | 0.019 |
|  | 10554819 | malic enzyme 3, NADP(+)-dependent, mitochondrial | Me3 | 1.51 | up | 0.029 |
|  | 10364792 | polo-like kinase 5 (Drosophila) | Plk5 | 1.51 | up | 0.023 |
|  | 10416800 | LIM domain only 7 | Lmo7 | 1.51 | up | 0.005 |
|  | 10533751 | phosphatidylinositol transfer protein, membrane-associated 2 | Pitpnm2 | 1.51 | up | 0.027 |
|  | 10383289 | brain-specific angiogenesis inhibitor 1-associated protein 2 | Baiap2 | 1.51 | up | 0.041 |
|  | 10434845 | interleukin 1 receptor accessory protein | Il1rap | 1.5 | up | 0.049 |
|  | 10464030 | adrenergic receptor, alpha 2a | Adra2a | 1.62 | down | 0.045 |
|  | 10603182 | Rho GTPase activating protein 6 | Arhgap6 | 1.56 | down | 0.048 |

Supplemental Table S1: continued

| *KO stress vs. con* | 10454192 | transthyretin | Ttr | 5.92 | up | 0.024 |
| --- | --- | --- | --- | --- | --- | --- |
|  | 10356403 | potassium inwardly-rectifying channel, subfamily J, member 13 | Kcnj13 | 5.82 | up | 0.007 |
|  | 10527870 | klotho | Kl | 3.45 | up | 0.015 |
|  | 10351224 | coagulation factor V; similar to Murine coagulation factor V | F5 | 2.83 | up | 0.016 |
|  | 10395389 | sclerostin domain containing 1 | Sostdc1 | 2.71 | up | 0.028 |
|  | 10543921 | solute carrier family 13 (sodium/sulfate symporters), member 4 | Slc13a4 | 2.38 | up | 0.025 |
|  | 10478048 | lipopolysaccharide binding protein | Lbp | 2.38 | up | 0.040 |
|  | 10539393 | solute carrier family 4, sodium bicarbonate cotransporter, member 5 | Slc4a5 | 2.28 | up | 0.027 |
|  | 10547191 | transmembrane protein 72 | Tmem72 | 2.1 | up | 0.033 |
|  | 10347277 | insulin-like growth factor binding protein 2 | Igfbp2 | 2.06 | up | 0.032 |
|  | 10569344 | insulin-like growth factor 2 | Igf2 | 2.05 | up | 0.043 |
|  | 10436947 | potassium voltage-gated channel, Isk-related subfamily, gene 2 | Kcne2 | 2.04 | up | 0.035 |
|  | 10495712 | ATP-binding cassette, sub-family A (ABC1), member 4 | Abca4 | 2.04 | up | 0.029 |
|  | 10440091 | collagen, type VIII, alpha 1 | Col8a1 | 2.01 | up | 0.021 |
|  | 10436958 | chloride intracellular channel 6 | Clic6 | 1.98 | up | 0.003 |
|  | 10600024 | G-protein-coupled receptor 50 | Gpr50 | 1.95 | up | 0.050 |
|  | 10602033 | claudin 2 | Cldn2 | 1.94 | up | 0.023 |
|  | 10428619 | ectonucleotide pyrophosphatase/phosphodiesterase 2 | Enpp2 | 1.92 | up | 0.031 |
|  | 10362104 | solute carrier family 2 (facilitated glucose transporter), member 12 | Slc2a12 | 1.91 | up | 0.016 |
|  | 10530269 | RNA binding motif protein 47 | Rbm47 | 1.9 | up | 0.034 |
|  | 10456005 | CD74 antigen (invariant polypeptide of major histocompatibility complex, class II antigen-associated) | Cd74 | 1.87 | up | 0.021 |
|  | 10506301 | leptin receptor | Lepr | 1.86 | up | 0.034 |
|  | 10450154 | histocompatibility 2, class II antigen A, alpha | H2-Aa | 1.85 | up | 0.019 |
|  | 10466606 | annexin A1 | Anxa1 | 1.85 | up | 0.023 |
|  | 10381962 | angiotensin I converting enzyme (peptidyl-dipeptidase A) 1 | Ace | 1.81 | up | 0.016 |
|  | 10423049 | prolactin receptor | Prlr | 1.76 | up | 0.035 |
|  | 10357870 | proline arginine-rich end leucine-rich repeat | Prelp | 1.69 | up | 0.048 |
|  | 10362896 | CD24a antigen | Cd24a | 1.68 | up | 0.044 |
|  | 10542993 | paraoxonase 3 | Pon3 | 1.66 | up | 0.036 |
|  | 10532839 | transient receptor potential cation channel, subfamily V, member 4 | Trpv4 | 1.65 | up | 0.039 |
|  | 10538459 | aquaporin 1 | Aqp1 | 1.61 | up | 0.040 |
|  | 10422728 | disabled homolog 2 (Drosophila) | Dab2 | 1.59 | up | 0.026 |
|  | 10373588 | retinol dehydrogenase 5 | Rdh5 | 1.58 | up | 0.015 |
|  | 10344897 | sulfatase 1 | Sulf1 | 1.57 | up | 0.034 |
|  | 10529651 | homeobox, msh-like 1 | Msx1 | 1.54 | up | 0.033 |
|  | 10351504 | expressed sequence AI506816 | AI506816 | 1.52 | up | 0.034 |
|  | 10541354 | alpha-2-macroglobulin | A2m | 1.52 | up | 0.048 |
|  | 10511180 | matrix-remodelling associated 8 | Mxra8 | 1.52 | up | 0.006 |
|  | 10584653 | C1q and tumor necrosis factor related protein 5 /// membrane-type frizzled-related protein | C1qtnf5 /// Mfrp | 1.51 | up | 0.028 |
|  | 10600093 | zinc finger protein 185 | Zfp185 | 1.51 | up | 0.039 |
|  | 10536220 | collagen, type I, alpha 2 | Col1a2 | 1.5 | up | 0.034 |

Supplemental Table S1: continued

|  | 10366391 | potassium voltage gated channel, Shaw-related subfamily, member 2 | Kcnc2 | 1.54 | down | 0.030 |
| --- | --- | --- | --- | --- | --- | --- |
| *con KO vs. WT* | 10378816 | solute carrier family 6 (neurotransmitter transporter, serotonin), member 4 | Slc6a4 | 2.91 | up | 0.002 |
|  | 10367024 | tachykinin 2 | Tac2 | 2.12 | up | 0.048 |
|  | 10594963 | unc-13 homolog C (C. elegans) | Unc13c | 2.05 | up | 0.035 |
|  | 10466923 | ribosomal protein L26 /// ribosomal protein L26 pseudogene /// ENSMUSG00000063754 | Rpl26 | 1.53 | up | 3.4E-04 |
|  | 10567211 | predicted gene, EG668485 | EG668485 | 1.52 | up | 1.0E-04 |
|  | 10598023 | ENSMUSG00000064337 | mt-Rnr1 | 1.51 | up | 0.017 |
|  | 10562320 | predicted gene, ribosomal protein L21 pseudogene | Gm12618 | 1.5 | up | 0.012 |
|  | 10356403 | potassium inwardly-rectifying channel, subfamily J, member 13 | Kcnj13 | 2.05 | down | 0.010 |
|  | 10454731 | nuclear encoded rRNA 5S; | n-R5s | 1.87 | down | 0.017 |
|  | 10583203 | per-hexamer repeat gene 4 | Phxr4 | 1.64 | down | 0.031 |
|  | 10398342 | retrotransposon-like 1; RIKEN cDNA 6430411K18 gene | RTL1 | 1.58 | down | 0.028 |
|  | 10389699 | ENSMUSG00000056668 | ENSMUSG00000056668 | 1.57 | down | 0.026 |
|  | 10398396 | ENSMUSG00000076145 | Mir679 | 1.54 | down | 0.033 |
|  | 10510090 | predicted gene 13103 | Gm13103 | 1.52 | down | 0.022 |
|  | 10557853 | RIKEN cDNA B230325K18 gene | B230325K18Rik | 1.51 | down | 0.048 |
|  | 10374350 | U6 small nuclear RNA | Rnu6 | 1.5 | down | 0.039 |
| *stress KO vs. WT* | 10378816 | solute carrier family 6 (neurotransmitter transporter, serotonin), member 4 | Slc6a4 | 3.69 | up | 2.8E-09 |
|  | 10567452 | dynein, axonemal, heavy chain 3 | Dnahc3 | 2.84 | up | 0.009 |
|  | 10358476 | proteoglycan 4 (megakaryocyte stimulating factor, articular superficial zone protein) | Prg4 | 2.63 | up | 0.038 |
|  | 10386211 | RIKEN cDNA 3100002J23 gene | FAM183B | 2.00 | up | 0.004 |
|  | 10362472 | radial spoke head 4 homolog A (Chlamydomonas) | rsph4a | 1.99 | up | 0.010 |
|  | 10504664 | ENSMUSG00000078708 | ENSMUSG00000078708 | 1.96 | up | 0.016 |
|  | 10472809 | distal-less homeobox 1 | Dlx1 | 1.94 | up | 7.4E-04 |
|  | 10464030 | adrenergic receptor, alpha 2a | Adra2a | 1.91 | up | 0.002 |
|  | 10481272 | RIKEN cDNA 1700007K13 gene | 1700007K13Rik | 1.91 | up | 0.029 |
|  | 10599812 | zinc finger protein of the cerebellum 3 | Zic3 | 1.88 | up | 0.018 |
|  | 10604576 | glypican 3 | Gpc3 | 1.87 | up | 0.001 |
|  | 10401708 | neuroglobin | Ngb | 1.86 | up | 0.013 |
|  | 10389759 | ankyrin-repeat and fibronectin type III domain containing 1 | Ankfn1 | 1.86 | up | 0.003 |
|  | 10360463 | phospholipase D family, member 5 | Pld5 | 1.86 | up | 0.028 |
|  | 10466606 | annexin A1 | Anxa1 | 1.85 | up | 0.030 |
|  | 10427661 | ENSMUSG00000063249 | ENSMUSG00000063249 | 1.82 | up | 0.039 |
|  | 10602688 | ubiquitin specific protease 51 | USP51 | 1.79 | up | 0.010 |
|  | 10431558 | outer dense fiber of sperm tails 3B | Odf3b | 1.76 | up | 0.015 |
|  | 10374777 | epidermal growth factor-containing fibulin-like extracellular matrix protein 1 | Efemp1 | 1.74 | up | 0.036 |
|  | 10399943 | RIKEN cDNA 1110049B09 gene; Cadherin-like protein 28 | CDHR3 | 1.74 | up | 0.037 |
|  | 10427681 | sperm flagellar 2 | SPEF2 | 1.72 | up | 0.027 |
|  | 10362896 | CD24a antigen | Cd24a | 1.70 | up | 0.008 |
|  | 10389754 | RIKEN cDNA 4932411E22 gene | 4932411E22Rik | 1.68 | up | 0.003 |
|  | 10457587 | zinc finger protein 521 | Zfp521 | 1.68 | up | 0.011 |

Supplemental Table S1: continued

|  | 10402211 | fibulin 5 | Fbln5 | 1.67 | up | 0.007 |
| --- | --- | --- | --- | --- | --- | --- |
|  | 10494684 | sperm associated antigen 17 | Spag17 | 1.65 | up | 0.003 |
|  | 10483626 | distal-less homeobox 2 | Dlx2 | 1.65 | up | 0.003 |
|  | 10603182 | Rho GTPase activating protein 6 | Arhgap6 | 1.64 | up | 0.006 |
|  | 10566730 | serine/threonine kinase 33 | Stk33 | 1.63 | up | 0.006 |
|  | 10366707 | arginine vasopressin receptor 1A | Avpr1a | 1.63 | up | 0.028 |
|  | 10406845 | forkhead box D1 | Foxd1 | 1.62 | up | 0.048 |
|  | 10356512 | IQ motif containing with AAA domain | Iqca | 1.62 | up | 0.035 |
|  | 10457640 | S100 calcium binding protein A11 (calgizzarin) | S100a11 | 1.61 | up | 0.047 |
|  | 10491993 | stomatin (Epb7.2)-like 3 | Stoml3 | 1.6 | up | 0.031 |
|  | 10464370 | solute carrier family 18 (vesicular monoamine), member 2 | Slc18a2 | 1.6 | up | 0.020 |
|  | 10547227 | ret proto-oncogene | Ret | 1.59 | up | 0.006 |
|  | 10416340 | glial cell line derived neurotrophic factor family receptor alpha 2 | Gfra2 | 1.59 | up | 0.003 |
|  | 10376956 | heparan sulfate (glucosamine) 3-O-sulfotransferase 3°1 | Hs3st3a1 | 1.58 | up | 0.016 |
|  | 10567450 | ENSMUSG00000078596 | ENSMUSG00000078596 | 1.57 | up | 0.012 |
|  | 10400304 | EGL nine homolog 3 (C. elegans) | Egln3 | 1.56 | up | 0.046 |
|  | 10565463 | coiled-coil domain containing 81 | Ccdc81 | 1.56 | up | 0.009 |
|  | 10524310 | tetratricopeptide repeat domain 28 | Ttc28 | 1.55 | up | 0.036 |
|  | 10453166 | cyclin-dependent kinase-like 4 | Cdkl4 | 1.55 | up | 0.028 |
|  | 10375137 | potassium large conductance calcium-activated channel, subfamily M, beta member 1 | Kcnmb1 | 1.54 | up | 0.032 |
|  | 10449741 | salt inducible kinase 1 | Sik1 | 1.54 | up | 0.015 |
|  | 10477986 | neuronatin | Nnat | 1.53 | up | 0.050 |
|  | 10518352 | predicted gene; similar to High mobility group box 2 | Hmgb2 | 1.52 | up | 0.005 |
|  | 10452419 | ephrin A5 | Efna5 | 1.52 | up | 0.026 |
|  | 10586907 | meiosis-specific nuclear structural protein 1 | Mns1 | 1.51 | up | 0.033 |
|  | 10423505 | carboxymethylenebutenolidase-like (Pseudomonas) | Cmbl | 1.51 | up | 0.024 |
|  | 10541885 | sodium channel, nonvoltage-gated 1 alpha | Scnn1a | 1.51 | up | 0.018 |
|  | 10458052 | erythrocyte protein band 4.1-like 4a | Epb4.1l4a | 1.5 | up | 0.026 |
|  | 10358457 | predicted gene 4322; brain expressed gene 4 | Bex4 | 1.5 | up | 0.038 |
|  | 10353010 | myeloblastosis oncogene-like 1 | Mybl1 | 1.5 | up | 0.047 |
|  | 10440329 | RIKEN cDNA 9330155M09 gene | 9330155M09Rik | 2.13 | down | 0.024 |
|  | 10521811 | ENSMUSG00000057577 | Gm10025 | 2.04 | down | 0.016 |
|  | 10506431 | ENSMUSG00000070886 | Gm10304 | 2.01 | down | 0.044 |
|  | 10506452 | cDNA sequence AY512949 | AY512949 | 1.99 | down | 0.039 |
|  | 10504137 | ENSMUSG00000073875 | Gm10595 | 1.95 | down | 0.031 |
|  | 10504201 | ENSMUSG00000073868 | Gm10590 | 1.95 | down | 0.031 |
|  | 10512350 | ENSMUSG00000078243 | AC087559.2 | 1.95 | down | 0.031 |
|  | 10454731 | nuclear encoded rRNA 5S | n-R5s | 1.89 | down | 0.020 |
|  | 10545096 | predicted gene 15072; RIKEN cDNA 2410003J06 gene | Mageb16 | 1.88 | down | 0.018 |
|  | 10437629 | glutamate receptor, ionotropic, NMDA2A (epsilon 1) | Grin2a | 1.85 | down | 0.038 |
|  | 10423230 | cadherin 9 | Cdh9 | 1.84 | down | 0.023 |

Supplemental Table S1: continued

|  | 10386705 | ring finger protein 112 | Zfp179 | 1.75 | down | 0.022 |
| --- | --- | --- | --- | --- | --- | --- |
|  | 10542221 | ENSMUSG00000076212 | Mir680-1 | 1.73 | down | 0.038 |
|  | 10485745 | anoctamin 3 | Ano3 | 1.73 | down | 0.001 |
|  | 10551250 | ENSMUSG00000077509 | AC120367.1 | 1.72 | down | 0.036 |
|  | 10461143 | cholinergic receptor, muscarinic 1, CNS | Chrm1 | 1.71 | down | 0.005 |
|  | 10556381 | microtubule associated monoxygenase, calponin and LIM domain containing 2 | Mical2 | 1.69 | down | 0.047 |
|  | 10520351 | RIKEN cDNA B930011P16 gene | B930011P16Rik | 1.67 | down | 0.037 |
|  | 10495094 | RIKEN cDNA 6530418L21 gene | 6530418L21Rik | 1.66 | down | 0.010 |
|  | 10595626 | Small nucleolar RNA SNORD50 | SNORD50 | 1.66 | down | 0.007 |
|  | 10495621 | ENSMUSG00000065569 | Mir137 | 1.63 | down | 0.020 |
|  | 10423791 | RIKEN cDNA 4930447A16 gene | 4930447A16Rik | 1.6 | down | 0.033 |
|  | 10532956 | calcium binding protein 1 | Cabp1 | 1.58 | down | 0.009 |
|  | 10430297 | parvalbumin | Pvalb | 1.58 | down | 0.036 |
|  | 10554819 | malic enzyme 3, NADP(+)-dependent, mitochondrial | Me3 | 1.57 | down | 0.010 |
|  | 10514240 | solute carrier family 24 (sodium/potassium/calcium exchanger), member 2 | Slc24a2 | 1.56 | down | 0.002 |
|  | 10399965 | RIKEN cDNA F730043M19 gene | F730043M19Rik | 1.56 | down | 0.013 |
|  | 10382321 | potassium inwardly-rectifying channel, subfamily J, member 2 | Kcnj2 | 1.54 | down | 0.019 |
|  | 10510643 | pleckstrin homology domain containing, family G (with RhoGef domain) member 5 | Plekhg5 | 1.54 | down | 0.049 |
|  | 10516227 | RIKEN cDNA 3100002H09 gene | 3100002H09Rik | 1.53 | down | 0.025 |
|  | 10583203 | per-hexamer repeat gene 4 | Phxr4 | 1.52 | down | 0.049 |
|  | 10557175 | U6 small nuclear RNA | Rnu6 | 1.51 | down | 0.006 |
|  | 10416800 | LIM domain only 7 | Lmo7 | 1.51 | down | 2.0E-05 |
|  | 10586166 | Small nucleolar RNA SNORD18 | SNORD18 | 1.5 | down | 0.011 |
|  | 10374352 | predicted gene 4638 | Gm4638 | 1.5 | down | 0.014 |
|  | 10427389 | pol polyprotein | LOC280487 | 1.5 | down | 0.014 |

# Supplementary material for: Effect of Acute Stressor and Serotonin Transporter Genotype on Amygdala First Wave Transcriptome in Mice
**Source:** PLoS One. 2013 Mar 11;8(3):e58880. doi: 10.1371/journal.pone.0058880
**Supplement:** Table S2 — Comparison between Array- and Taqman-based gene expression in the genes Robo2, Cdh9, Ace, Anxa1, and Adra2a, showing the direction of regulation (up- or down-regulated), fold changes (FC), and P-values in the group comparisons related to condition (acute stress or control) and 5-HTT genotype (WT or KO) of mice.

**Supplemental Table S2.** Comparison between Array- and Taqman-based gene expression in the genes Robo2, Cdh9, Ace, Anxa1, and Adra2a, showing the direction of regulation (up- or down-regulated), fold changes (FC), and P-values in the group comparisons related to condition (*acute stress* or *control*) and 5-HTT genotype (*WT* or *KO*) of mice.

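The supplemental comparison sets the array fold of 5 genes beside that of a TaqMan assay, a real-time PCR with a fluorescent probe, normalized to Gapdh. Each line gives the direction, the fold and a p per method, and an array value is given only where the gene met the fold and p thresholds. Robo2 and Cdh9 were chosen for WT stress vs. con, Ace and Anxa1 for KO stress vs. con, and Cdh9, Anxa1 and Adra2a for stress KO vs. WT. The array folds were recomputed from 20 arrays as differences of mean log2 values, whereas the PCR folds could not be recomputed, since PCR values are not analysed here.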

| **Gene** | **Method** | ***WT stress* vs. *con*** | ***KO stress* vs. *con*** | ***stress KO* vs. *WT*** |
| --- | --- | --- | --- | --- |
| Robo2 | Affymetrix Array1 | **up** (FC 1.79, P = 0.014) | n. diff. | n. diff. |
|  | Taqman assay2 | up (FC 1.87, P =0.18) | n. diff. | n. diff. |
|  |  |  |  |  |
| Cdh9 | Affymetrix Array1 | **up** (FC 2.07, P = 0.004) | n. diff. | **down** (FC 1.84, P = 0.023) |
|  | Taqman assay2 | up (FC 1.60, P = 0.25) | n. diff. | **down** (FC 2.22, P = 0.028) |
|  |  |  |  |  |
| Ace | Affymetrix Array1 | n. diff. | **up** (FC 1.81, P = 0.016) | n. diff. |
|  | Taqman assay2 | n. diff. | **up** (FC 2.79, P = 0.016) | n. diff. |
|  |  |  |  |  |
| Anxa1 | Affymetrix Array1 | n. diff. | **up** (FC 1.85, P = 0.023) | **up** (FC 1.85, P = 0.030) |
|  | Taqman assay2 | **down** (FC 2.57, P = 0.028) | **up** (FC 2.15, P = 0.047) | **up** (FC 3.23, P = 0.028) |
|  |  |  |  |  |
| Adra2a | Affymetrix Array1 | **down** (FC 1.62, P = 0.045) | n. diff. | **up** (FC 1.91, P = 0.002) |
|  | Taqman assay2 | **down** (FC 2.78, P = 0.047) | n. diff. | **up** (FC 2.06, P = 0.009) |

1Parametric unpaired T-test; 2nonparametric Mann-Whitney U Test; n. diff.: not differentially regulated (fold change < 1.5 and/or P > 0.05); bold letters indicate statistically significant differences at P < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

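RNA from the amygdala of 20 male mice, WT or KO for 5-HTT, was measured on whole-transcript gene arrays, 1 mouse per array, in 4 groups of 5 (WT con, WT stress, KO con, KO stress). The authors summarized the probe intensities with ExonRMA in ArrayAssist, stabilized the variance and converted the signals to log2 values, which they deposited as 1 table of 28767 probe sets. The log2 values of the authors were used as deposited, without further scaling, in every main comparison. The table holds 20 columns, all of these arrays, and was joined to the groups by the sample labels. Gene symbols come from the probe table of the platform. Of the probe sets 21776 have 1 symbol (19933 different symbols), 1618 have several and 5373 none. Gene identifiers matched 21686 probe sets to the RefSeq annotation of GRCm38.p6, and no symbol changed.

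Values range from 4.09 to 14.24, and the lowest value is shared by 93 to 166 probe sets of an array. For 14.6% of the probe sets the mean lies under 5, where differences are compressed toward 0. Array medians lie between 6.59 and 6.82, and pairs of arrays correlate at 0.948 to 0.996, with 0 identical pairs. Principal components 1 and 2 hold 27.2% and 18.4% of the variance. WT stress replicate 1 and WT con replicate 1 correlate least with the other arrays.

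The main test was limma (version 3.58.1 in R 4.3.3), lmFit on 4 group means followed by eBayes, with 16 residual and 2.10 prior degrees of freedom. Contrasts were the 4 group comparisons of the study, the interaction of genotype and stress, and the effects of stress and of genotype averaged over the other factor. P-values were adjusted by the Benjamini-Hochberg method over all 28767 probe sets, with a threshold of 0.05. The study's criterion, a fold over 1.5 with an unadjusted p under 0.05, was counted with limma's p, with the fold as the difference of mean log2 values. For single genes an exact two-sided permutation test of the difference of means, 5 arrays against 5, is given beside it. The interaction of single genes was tested by permuting the residuals of the additive model over the 20 arrays (100000 permutations), a test chosen after the data were seen. Correlations of scores were taken after subtracting group means, with 100000 permutations within groups, and adjusted over 5 relations. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

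Gene lists fixed before the data were examined cover choroid plexus, motile cilia and ependyma, meninges and fibroblasts, endothelium, microglia, astrocytes, oligodendrocytes, pallial excitatory neurons, GABAergic neurons, striatal and central amygdala neurons, hypothalamic and medial amygdala neurons, thalamic neurons, immediate early genes, glucocorticoid-responsive genes, axon guidance, calcium signalling, the serotonin system, stress peptides, MHC class II and red blood cells. Ribosomal proteins, genes within 20 Mb of Slc6a4 and the 4 lists of Table S1 were tested as well, which makes 26 lists and 130 tests over 5 contrasts. The list test was fry of limma in its directional form. The score of a list in an array is the mean of its members after centring each on its mean over the 20 arrays. The lists of choroid plexus, cilia, meninges and GABAergic neurons leave out genes that the study lists, and the lists of Table S1 were chosen by the study on these arrays.

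The genes followed by name were, by a rule written before the data were examined, Slc6a4, genes past the adjusted threshold, the 10 probe sets with 1 symbol and the smallest p among those with a fold over 1.5 in each comparison, every gene the study's text names for a comparison, the genes of its real-time PCR, and up to 4 members of each list with the largest difference in the comparison for which the list is described. Of these list members the text names those it describes. Values of the study's own tables had been seen when the rule was written. In the alternatives, a named gene was judged at the study's criterion, a choice made after the main results were seen.

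The labels number the arrays of each group from 1 to 5, and neither the labels nor the paper say what a shared number means. The correlation of deviations from the group means was 0.162 to 0.420 for the 5 same-numbered pairs of WT con and WT stress, each over 0.1, and 4 of 5 WT con arrays correlated best with their own number. No other pair of groups met this rule, so that the numbers were taken to pair the WT arrays alone, and a block of the number was fitted in the WT groups. The permutations for the interaction of single genes do not keep these pairs together.

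Alternatives set before the data were examined were the methods' t-test, the Welch test, limma on the 2 groups alone, folds of linear means, quantile normalization, centring on array medians, filters on level and on symbols, eBayes with trend and robust settings, array weights, the replicate block, scores of choroid plexus, of pallial neurons and of these with cilia as covariates, each array left out in turn, camera and undirected fry, lists without the genes of Table S1, and other fold thresholds. Added after seeing the data were the removal of the 2 arrays that stand apart, counts with 1 probe set per symbol, the block in the WT groups alone and the meninges score as a covariate. Medians of lists with single arrays left out and an adjustment over all list scores were added after the data were seen as well. The scripts were tested on simulated data with the spread of these arrays and 200 changed genes of each size. Of genes shifted by 2 log2 units 100% were called at an adjusted p under 0.05 and of those shifted by 1 unit 94.5%, and 4.16% of the calls were false. These shares test the scripts and do not tell which changes these arrays could show. Tests of behaviour, hormone and real-time PCR values are not analysed here, since only array values were at hand.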

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

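The tests of meninges and of the 2 arrays that stand apart were chosen only after the result was seen, as were the ranges over single arrays left out and the use of quartiles in the test of immediate early genes. The rule for reading that test was changed after its value was seen.

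The genes of the KO list of Table S1 were higher in KO stress than in KO con by a median of 0.90 on the log2 scale (41 transcripts, 0.69 without KO stress replicate 2). A candidate explanation is a differing amount of choroid plexus in the dissected tissue, since 21 of 21 measured choroid plexus genes that the study did not list had higher values (1 of them also in another list, 0 in Table S1, the most abundant being Cab39l with 8.60 in KO con and 9.05 in KO stress, Slc29a4 with 7.50 and 7.83 and Otx2 with 7.23 and 7.92) and the list followed their score within groups. With that score as a covariate the median was 0.27 (0.198 to 0.315 without single arrays, lowest without WT stress replicate 4), between the bounds set before the data were examined, so that choroid plexus and a response of the KO mice to stress cannot be told apart here. With the score of meninges and fibroblasts (29 genes, 0 in another list or Table S1, Ptgds with 9.38 and 10.20, Dcn with 8.39 and 9.22, Slc6a20a with 7.81 and 8.52) it was 0.519 (0.377 to 0.702, lowest without WT con replicate 3), which leaves a part for meninges open too. Chance could not be excluded for the 40 probe sets at the study's criterion (24 of 100 splits as large, highest other 333). For the counts of 0 genes at an adjusted p under 0.05 (100 of 100 splits as large, highest other 0) and of 0 lists (25 of 25 splits, highest other 0) the splits say nothing about chance, here and below, since every split reaches a count of 0.

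The genes of the WT list of Table S1 were higher in WT stress than in WT con by a median of 0.76 (36 transcripts). With the score of 28 pallial neuron genes as a covariate the median was 0.51 (0.437 to 0.602 without single arrays, lowest without WT stress replicate 3). Of these genes 2 are also in another list and 0 in Table S1 (Camk2a with 11.52 in WT con and 11.63 in WT stress, Cdh8 with 10.14 and 10.01, Satb1 with 9.69 and 9.75). With that score 12 of the 38 transcripts of the list met the criterion where 37 did without. The median lay above the 0.4 set for 1 score, but the list was chosen for its folds on these arrays. That choice favours a median above 0 with any covariate, so a differing amount of pallial tissue as the whole cause stays open. Against the 2 arrays that stand apart as the cause, the median was 0.825 without both (0.724 to 0.900, lowest without WT stress replicate 4). Against transcription of immediate early genes as a class as the cause, their median was 0.0224 in WT stress (0.00403 to 0.0775 without single arrays), under the 0.1 set before the data were examined, the bound set for the absence of such a cause. A further bound, an upper quartile under 0.1, was asked for after the files were read and then dropped, and the upper quartile of 0.17 does not meet it, though it lies below the median of 0.2 that the explanation needs (39 of 66 positive). A response of single members, of which the study lists Nr4a2, Nr4a3 and Plk2 in WT mice, stays open. All mice, controls included, were moved, anaesthetized and decapitated 160 sec after the start. A response common to both groups, or one too late for that time, would not show in this median. With the scores of choroid plexus, cilia and pallial neurons together the median of the list was 0.368 (0.331 to 0.461 without single arrays, lowest without WT con replicate 4), below the 0.4 set for 1 score, and 7 of the 38 met the criterion, so that differing amounts of several tissues at once stay open. Chance could not be excluded for the 69 probe sets at the criterion (68 of 100 splits as large, highest other 1032, and 8 of the 16 splits that part every WT pair, highest other 208). The count was 0 for genes at an adjusted p under 0.05 (100 of 100, highest other 2559) and for lists (25 of 25, highest other 1). The split with 2559 calls sets WT con replicates 2 and 3 with WT stress replicates 1, 2 and 3 against the rest, 7 splits gave over 100 calls, and this points to a structure of the arrays other than stress.

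The cilium genes of Table 4 were higher in KO stress than in WT stress by a median of 0.89 (5 genes, 0.736 to 1.018 without single arrays). Differing amounts of ependyma or other ciliated cells may account for it, since their score followed that of 47 cilia genes that the study did not list (r = 0.927 within groups, 0 of these genes in another list or in Table S1, Tppp3 with 7.91 in WT stress and 8.50 in KO stress, Ccdc39 with 7.98 and 8.20, Ccdc153 with 7.58 and 8.46), and their median was 0.431 with that score as a covariate (0.222 to 0.520, lowest without WT stress replicate 4). A response of the genotype to stress in these cells was not tested apart from their amount. For stress KO vs. WT chance could not be excluded for the 221 probe sets at the criterion (22 of 100 splits as large, highest other 906), or for the count of 1 gene at an adjusted p under 0.05 (6 of 100, highest other 111, a split that sets KO stress replicates 1, 2 and 3 with WT stress replicates 2 and 3 against the rest and points to a structure of the arrays). This concerns the count and not the gene itself, Slc6a4, whose values in KO stress all lie above those in WT stress (difference 1.88, adjusted p = 0.00512, exact permutation p = 0.00794). The count of lists was 0 (25 of 25, highest other 1).

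For con KO vs. WT chance could not be excluded for the 14 probe sets at the criterion (68 of 100 splits as large, highest other 387). Counts of 0, on which the splits say nothing, were those of genes at an adjusted p under 0.05 (100 of 100, highest other 0) and of lists (25 of 25, highest other 0) there. For the interaction it was 0 genes (100 of 100, highest other 10) and 0 lists (25 of 25, highest other 1), for stress averaged over genotypes 0 genes (100 of 100, highest other 16), and for genes at the criterion in both stress comparisons 0 (100 of 100, highest other 24). For genotype averaged over conditions, with 1 gene, chance can be excluded (2 of 100, highest other 1).

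Single arrays lay far from the others of their group in 24 of 188 groups tested, where chance gives 9.4. In median correlation with the other arrays these were WT con replicate 1 (0.978), WT stress replicate 1 (0.961) and KO con replicate 1 (0.984). In list scores they were WT stress replicate 4 for choroid plexus (1.34), WT con replicate 3 for meninges (1.02), KO con replicate 1 for microglia (0.344), KO stress replicate 5 for astrocytes (0.332) and for striatal neurons (-0.523) and WT con replicate 2 for thalamic neurons (1.17). In single genes WT stress replicate 4 was far off for Ace (9.72), Chrm1 (9.12) and Clic6 (11.06), WT stress replicate 1 for Adra2a (6.11) and Cabp1 (8.00), and KO stress replicate 4 for Nr4a2 (9.35), Nr4a3 (8.10) and Sema3e (8.50). KO stress replicate 5 was far off for Avpr1a (8.34), WT con replicate 3 for Igfbp2 (8.26) and Lepr (7.41), WT con replicate 4 for Kcnj13 (6.71), WT con replicate 1 for Ryr1 (7.21), KO con replicate 5 for Kl (7.10) and KO con replicate 1 for Sostdc1 (6.29).

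The response to stress differed between the genotypes for 33 of the 38 transcripts of the WT list at an unadjusted p under 0.05 of limma's interaction, and for 0 after adjustment over all probe sets, in a list chosen on these arrays. The signal of Slc6a4 averaged over conditions, a value the study does not give, was higher in the arrays labelled KO by 1.71.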

How the results depend on the processing

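The removal of both arrays that stand apart, the counts with 1 probe set per symbol, the block in the WT groups alone and the meninges score as a covariate were chosen only after the data were seen. The main counts at the study's criterion were 69 in WT stress vs. con, 40 in KO stress vs. con, 14 in con KO vs. WT and 221 in stress KO vs. WT, and 1 gene passed the adjustment in stress KO vs. WT and 1 for genotype averaged over conditions. Of the counts under alternatives 532 stayed within 1.5 times of the main ones and 90 did not. The majority of calls by direction turned in stress KO vs. WT, where 11 of 36 alternatives gave more higher than lower calls, and was on the higher side in all alternatives of both stress comparisons. Except where the construction of an alternative shows it (fewer probe sets, fewer arrays, another fold threshold), the cause was not tested.

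The methods' t-test gave 39 in WT and 142 in stress KO vs. WT, and the Welch test 30 and 121. Limma on the 2 groups alone gave 28 in con KO vs. WT, quantile normalization 7, probe sets with 1 symbol 6 and probe sets above the median level 1 gene at an adjusted p under 0.05. With trend and robust settings this last count was 1 as well. Array weights gave 121, 90, 75 and 109 in the 4 comparisons, 1 probe set in both stress comparisons, and 3 genes at an adjusted p under 0.05 in con KO vs. WT and 5 for genotype averaged. A fold over 1.3 gave 219, 94, 134 and 774, and a fold over 2 gave 11, 11, 1 and 26. Without a fold threshold 3 probe sets had an unadjusted p under 0.05 in both stress comparisons. The choroid plexus score as a covariate gave 9 in KO mice and 1 list at an adjusted p under 0.05 in WT, 1 in KO, 1 in stress KO vs. WT and 2 for the interaction. The pallial score gave 42 in WT and 42 in con KO vs. WT. The scores of choroid plexus, cilia and pallial neurons gave 28, 11, 37 and 92, 0 genes at an adjusted p under 0.05 in stress KO vs. WT, and 1 list in KO, 1 in stress KO vs. WT and 1 for the interaction. With the meninges score the counts were 14 in KO, 9 in con KO vs. WT and 370 in stress KO vs. WT. Without both arrays that stand apart they were 175 in WT, 97 in con KO vs. WT and 117 in stress KO vs. WT. With 1 probe set per symbol they were 6 in con KO vs. WT and 118 in stress KO vs. WT, and with the methods' t-test 35 in WT, 7 in con KO vs. WT and 72 in stress KO vs. WT. Camera with a preset correlation called 9, 11, 7, 11 and 11 lists in the 4 comparisons and the interaction, with an estimated correlation it called 0, and fry in either direction 1 in WT, 1 in con KO vs. WT, 2 in stress KO vs. WT and 1 for the interaction, all of them lists of Table S1.

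With single arrays left out the counts at the criterion lay between 41 (WT con replicate 4) and 223 (WT con replicate 1) in WT, between 11 (KO stress replicate 2) and 82 (KO stress replicate 3) in KO, between 8 (WT con replicate 3) and 87 (WT con replicate 1) in con KO vs. WT, and between 107 (WT stress replicate 1) and 562 (WT stress replicate 4) in stress KO vs. WT. In both stress comparisons it was 0 to 1 (KO stress replicate 5). At an adjusted p under 0.05 it was 0 to 1 in con KO vs. WT (WT con replicate 5) and 1 to 3 for genotype averaged (WT stress replicate 4), and 0 to 1 lists in WT (WT con replicate 1, WT stress replicate 2 or KO con replicate 1). The share of higher calls in WT was 92.8% (64 and 5), and 71.2% (47 and 19) after quantile normalization and 73.5% (50 and 18) after centring on medians. Its lowest value was 50.7% (113 and 110) without WT con replicate 1, followed by 63.4% (111 and 64) without both arrays that stand apart and 69.4% (68 and 30) with the number as a block over all groups. With the block in the WT groups alone it was 74.7% (56 and 19). In con KO vs. WT it was 50% (7 and 7), 28.6% (2 and 5) and 70.6% (12 and 5), 82.4% (56 and 12) without WT con replicate 2, the highest, and 35.3% (6 and 11) for folds of linear means, which also gave 33.7% (86 and 169) against 45.2% (100 and 121) in stress KO vs. WT. There the share was highest with only the probe sets of 1 symbol, 63.6% (96 and 55).

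No pair of groups but the WT ones met the rule for pairing, so that the other arrays were taken to share only a number, which does not exclude a structure that follows the numbers in part. Correlations of same-numbered arrays were 0.0603 to 0.331 for WT con and KO con (3 of 5 best with their own number), -0.01 to 0.386 for WT stress and KO con (2 of 5), -0.03 to 0.262 for KO con and KO stress (2 of 5), -0.23 to 0.312 for WT con and KO stress (1 of 5) and -0.05 to 0.512 for WT stress and KO stress (2 of 5). The number as a block over all groups gave 98, 46, 20 and 271 probe sets at the criterion, and 3 genes at an adjusted p under 0.05 for genotype averaged against 1. The block in the WT groups alone gave 75 with 0 genes and 0 lists at an adjusted p under 0.05. It ended the calls of Prdm8, Neurod6, Neurod2 and Ptgs2 by p at unchanged folds of 1.17, 1.79, 0.63 and 1.16. Their SE was 0.36, 0.62, 0.30 and 0.44 before, and 0.49, 0.79, 0.32 and 0.56 with it. The block brought Nr4a2 to the criterion and changed no other call of a named gene or list. That fit leaves out the KO arrays, so these changes cannot be put down to the pairing. The methods' t-test on the same WT arrays called Prdm8 and Nr4a2 and none of Neurod6, Neurod2 and Ptgs2.

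Named genes at the criterion were tallied, though not all of them. Of those tallied, 12 of 23 in WT and 3 of 18 in KO met it without any single array. In con KO vs. WT it was 1 of 9 and in stress KO vs. WT 7 of 27. Under all alternatives tried 2, 0, 1 and 3 met it, which were Cdh9 and Nr4a3, none, Slc6a4, and Slc6a4, Ngb and Cdh9. The tally leaves out Pvalb in KO stress vs. con and Gm24463 in stress KO vs. WT, whose calls single arrays also ended. Signal limits the dim probe sets, since 14.6% have a mean under 5 in a table whose lowest value is 4.09.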

Differences from the paper's values

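Counts with 1 probe set per gene symbol and without both arrays that stand apart were chosen only after the values were seen. Counts are of probe sets at the paper's thresholds, a fold over 1.5 and an unadjusted p under 0.05, with limma's p from all 20 arrays where the paper used a t-test.

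For WT stress vs. con the paper gives 38 genes, and the count here was 69. It was 28 to 223 over the alternatives at a fold over 1.5 set before the data were examined. Over all 36 such alternatives, which include folds over 1.3 and over 2, it was 11 (fold over 2) to 223. Of these alternatives 7 came within 1.5 times of the paper's value: the methods' t-test (39), the Welch test, limma on the 2 groups alone, the pallial score as a covariate, the scores of choroid plexus, cilia and pallial neurons as covariates, and the removal of WT con replicate 4 or 5. The other alternatives did not. Of higher genes the paper gives 36 against 64 here (20 to 113 over 34 alternatives), and 9 came within 1.5 times, namely the methods' t-test, Welch, 2 groups alone, median centring, quantile normalization, probe sets above the median level, the pallial score, and the removal of WT con replicate 4 or 5. Of lower genes the paper gives 2 against 5 here (0 to 110 over 34 alternatives), and 6 came within 1.5 times, namely the methods' t-test and the removal of KO con replicate 2, KO stress replicate 1 or 2, WT con replicate 4 or WT stress replicate 1.

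For stress KO vs. WT the paper gives 90 genes, and the count here was 221. It was 92 to 562 over the alternatives at a fold over 1.5, and 26 (fold over 2) to 774 (fold over 1.3) over all 36 alternatives. Within 1.5 times of the paper's value came 4 of them, array weights, the 3 scores as covariates, the Welch test and the removal of WT stress replicate 1, and the others, with the methods' t-test (142), did not. Of higher genes the paper gives 54 against 100 here (39 to 219 over 34 alternatives), and 7 came within 1.5 times, namely array weights, the 3 scores, probe sets above the median level, the methods' t-test, Welch, and the removal of KO stress replicate 2 or WT stress replicate 1. Of lower genes the paper gives 36 against 121 here (53 to 343 over 34 alternatives), and 2 came within 1.5 times, the 3 scores and Welch. Of alternatives chosen after seeing the values, 3 came within 1.5 times of the paper's 90: the methods' t-test with 1 probe set per symbol (72, dropping 15 of the listed transcripts), limma with 1 probe set per symbol (118, with 72 higher and 46 lower, dropping 20) and the removal of both arrays that stand apart (117, dropping 40). For WT stress vs. con the first of these, chosen after seeing the values, gave 35 and drops 3 of the listed transcripts. Listed transcripts that share a symbol were not counted as dropped, and in stress KO vs. WT the 75 with 1 symbol hold 71 different symbols. Over both stress comparisons the paper gives 3 lower genes against 6 here (1 to 110 over 34 alternatives), and 7 came within 1.5 times, namely the methods' t-test and the removal of KO con replicate 2, KO stress replicate 2, WT con replicate 3, 4 or 5, or WT stress replicate 1. The other 8 of 15 counts lay within 1.5 times, and none of 38 folds of named genes differed.

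Of the transcripts that Table S1 lists, limma's criterion missed 1 for WT stress vs. con (Nr4a2), and it met 25 of 42, 10 of 16 and 83 of 90 in the other comparisons. The methods' t-test and limma on the 2 groups alone called all of them. The paper counts 15 genes for con KO vs. WT, and Table S1 lists 16 transcripts for it. The paper names Pvalb among the genes higher in stressed WT mice, where the WT stress vs. con list of Table S1 does not hold it (it lists Pvalb as lower in stress KO vs. WT), and the log2 difference was 0.39 here (exact permutation p = 0.238), under no alternative at the criterion. The paper names Adra2a among genes upregulated in stressed KO mice, and its log2 difference between KO stress and KO con was 0.39 (exact permutation p = 0.270), with the criterion met only without KO con replicate 4 (0.60), and 0.24 and 0.23 without KO con replicates 1 and 5. Between KO stress and WT stress it was 0.94. The paper's PCR gives Anxa1 as lower in WT stress, and its array value differed by -0.03.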

Other observations

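The test of the probe sets near Slc6a4 at an unadjusted p in both genotype comparisons was chosen only after its result was seen, and the rule for reading the planned test there was changed after its value was seen. Medians of lists without single arrays were computed only after the data were seen. The named members of the lists below were chosen by the rule for named genes.

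Antigen presentation genes of MHC class II had a few members higher in stressed KO mice. Of 9 measured members 6 had higher values in KO stress than in KO con (median log2 difference 0.12, 0.03 without KO stress replicate 4 and 0.19 without KO stress replicate 5), and H2-Aa, Cd74 and H2-Ab1 (0.66, exact permutation p = 0.0397) met the study's criterion, 2 of which the study lists. The list had an adjusted p of 0.71 in fry (exact permutation p = 0.0397 for its score, adjusted p = 0.413 over 104 score tests), and 2 members passed an adjustment over the list alone. H2-Ab1 lost its call without KO con replicate 2 (0.65), KO con replicate 3 (0.57), KO stress replicate 2 (0.37) or KO stress replicate 4 (0.61), and with the choroid plexus score as a covariate (from 0.66, SE 0.29, to 0.24, SE 0.20), the meninges score (0.22, SE 0.21) or the scores of choroid plexus, cilia and pallial neurons (0.30, SE 0.20), each time by fold and p. In WT mice 8 of 9 had higher values in stress (median 0.06), in KO con 2 of 9 against WT con (median -0.12) and in KO stress 5 of 9 against WT stress (median 0.05). Glucocorticoid-responsive genes had higher values for 11 of 22 members in WT stress (median 0.0005) and for 18 of 22 in KO stress (median 0.05), with adjusted p-values of 0.948 and 0.892 from fry, and for 13 and 15 of 22 in KO against WT mice (medians 0.04 and 0.03).

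In the serotonin system the receptor gene Htr5a was higher in KO con than in WT con by 0.24, in all 5 arrays (exact permutation p = 0.00794), the 1 member of 21 that passed an adjustment over the list alone, below the study's fold threshold. The list, of which 10 members stand in another list, had higher values for 15 of 21 members there (median 0.03, fry adjusted p = 0.71), for 10 in WT stress (median -0.02), for 12 in KO stress (median 0.01) and for 12 in stress KO vs. WT (median 0.06). The vesicular monoamine transporter gene Slc18a2 was higher in KO stress than in WT stress by 0.67 (exact permutation p = 0.0238), a call lost without any of 6 arrays (0.52 without KO stress replicate 5), by p with the pallial score (from 0.67, SE 0.31, to 0.65, SE 0.32) or the meninges score (0.68, SE 0.33), and by fold and p with the scores of choroid plexus, cilia and pallial neurons (0.19, SE 0.25). Stress peptides and their receptors had higher values for 29 of 37 members in KO con against WT con (median 0.17, 0.11 without WT con replicate 4, fry adjusted p = 0.781), 23 in WT stress (median 0.05), 11 in KO stress (median -0.06) and 22 in stress KO vs. WT (median 0.06). The score of GABAergic neurons was higher in KO con (0.10 ± 0.04, SD, n = 5) than in WT con (-0.03 ± 0.05, exact permutation p = 0.00794, adjusted p = 0.206 over the cell type scores), with 16 of 20 members higher (median 0.09), against 7 in WT stress (median -0.09), 7 in KO stress (median -0.04) and 14 in stress KO vs. WT (median 0.13). Their transcription factor gene Dlx5 was higher in stress KO vs. WT by 0.80, a call lost without WT stress replicate 1 (0.58).

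Of 104 medians of the 26 lists in the 4 comparisons, 93 moved by over 1.5 times or changed sign when single arrays were left out, and 46 changed sign, so that medians near 0 have no firm direction. Further lists gave these medians in WT stress vs. con, KO stress vs. con, con KO vs. WT and stress KO vs. WT. For oligodendrocytes (16 genes) they were -0.03, -0.07, 0.06 and 0.03, for red blood cells (4 of 13 genes measured) 0.03, 0.06, 0.03 and 0.06, and for ribosomal proteins (57 genes) -0.07, -0.03, 0.01 and 0.03. For endothelium they were -0.08 and 0.12 in the stress comparisons and -0.02 in con KO vs. WT, for microglia 0.05 and -0.06, and 0.01 in stress KO vs. WT, for astrocytes -0.14 and 0.01, and 0.11 in con KO vs. WT. For striatal neurons they were 0.28 and -0.14, and -0.04 in stress KO vs. WT, for hypothalamic neurons -0.08 and 0.10, and 0.09 in con KO vs. WT, and for thalamic neurons -0.16 and -0.20, and 0.06 in stress KO vs. WT. In fry none of the 130 list tests had an adjusted p under 0.05, 8 had an unadjusted p under 0.05, and the smallest adjusted p was 0.0636, for the WT list of Table S1 in WT mice (0.108 with an estimated correlation in camera). Camera with a preset correlation called 49, fry in either direction 5 and camera with an estimated correlation 0. The lists of Table S1, chosen on these arrays, had a median of 0.90 for the KO list in KO mice (fry adjusted p = 0.419). Those of the genotype comparisons hold genes chosen as higher and as lower, so that a median or a test for 1 direction says nothing there.

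DNA of the strain in which Slc6a4 was targeted, kept around the gene on chromosome 11, may account for some probe sets called between the genotypes, and this is a hypothesis. Within 20 Mb of Slc6a4, 0.548% of 730 probe sets met the study's criterion in stress KO vs. WT (Ankfn1, Fam183b, Hs3st3a1 and Rnf112, named after their values were seen) against 0.770% elsewhere (Fisher exact p = 0.667), and in con KO vs. WT 0 against 0.0464% (exact p = 1), counts too small to exclude a higher share there. At an unadjusted p under 0.05, 4.79% of the probe sets near the gene against 3.53% elsewhere passed in con KO vs. WT (exact p = 0.0842) and 9.32% against 9.28% in stress KO vs. WT (exact p = 0.949). In both comparisons at once, which share no arrays, 7 probe sets near the gene went the same way (0.959%, of Ctns, Cyb5d2, Mybbp1a, Nlrp1c-ps, Rangrf, Trpv1 and Zfp39, named after their values were seen) against 0.403% elsewhere (exact p = 0.0335). The 685 genes within 20 Mb had a median of 0.02 in WT stress vs. con, 0.00 in KO stress vs. con, 0.00 in con KO vs. WT and -0.02 in stress KO vs. WT.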
